# Genome-wide evolutionary characterization and analysis of bZIP transcription factors and their expression profiles in response to multiple abiotic stresses in *Brachypodium distachyon*

**DOI:** 10.1186/s12864-015-1457-9

**Published:** 2015-03-22

**Authors:** Xiang Liu, Zhaoqing Chu

**Keywords:** Abiotic stresses, Basic leucine zipper (bZIP), *Brachypodium distachyon*, Evolutionary comparisons, Gene expression, Heavy metals

## Abstract

**Background:**

Plant basic leucine zipper (bZIP) transcription factors are one of the largest and most diverse gene families and play key roles in regulating diverse stress processes. *Brachypodium distachyon* is emerging as a widely recognized model plant for the temperate grass family and the herbaceous energy crops, however there is no comprehensive analysis of bZIPs in *B. distachyon*, especially those involved in stress tolerances.

**Results:**

In this study, 96 bZIP genes (*BdbZIP*s) were identified distributing unevenly on each chromosome of *B. distachyon*, and most of them were scattered in the low CpG content regions. Gene duplications were widespread throughout *B. distachyon* genome. Evolutionary comparisons suggested *B. distachyon* and rice’s bZIPs had the similar evolutionary patterns. The exon splicing in BdbZIP motifs were more complex and diverse than those in other plant species. We further revealed the potential close relationships between *BdbZIP* gene expressions and items including gene structure, exon splicing pattern and dimerization features. In addition, multiple stresses expression profile demonstrated that *BdbZIP*s exhibited significant expression patterns responding to 14 stresses, and those responding to heavy metal treatments showed opposite expression pattern comparing to the treatments of environmental factors and phytohormones. We also screened certain up- and down-regulated *BdbZIP* genes with fold changes ≥2, which were more sensitive to abiotic stress conditions.

**Conclusions:**

*BdbZIP* genes behaved diverse functional characters and showed discrepant and some regular expression patterns in response to abiotic stresses. Comprehensive analysis indicated these *BdbZIP*s’ expressions were associated not only with gene structure, exon splicing pattern and dimerization feature, but also with abiotic stress treatments. It is possible that our findings are crucial for revealing the potentialities of utilizing these candidate *BdbZIPs* to improve productivity of grass plants and cereal crops.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1457-9) contains supplementary material, which is available to authorized users.

## Background

In plants, the leucine zipper (bZIP) transcription factors are one of the largest and most conserved gene families and play key roles in regulating diverse biological processes [1-5]. The bZIP domain contains about 60 to 80 amino acids and characteristically harbors two distinct function regions: a highly conserved basic region N-x7-R/K-x9 and a less conserved leucine zipper coiled-coil motif [6]. And the basic region and leucine zipper coiled-coil motif region was linked by a hinge region. The bZIP proteins bind to DNA by forming heterotypic or homotypic complexes [7,8]. The basic region is responsible for nuclear localization and DNA binding specifically, and the following leucine zipper motif consisting of several repeats of leucine or other hydrophobic amino acids and grant for recognition and dimerization specificity [9]. The intron patterns within the basic and the hinge region are very important for their functional evolution due to different status of exon splicing in these regions. In plant species such as rice, maize and Arabidopsis, the patterns of those motifs exhibited regular conservation and diversity [10,11]. The bZIP proteins are dimerized transcription factors in all eukaryotes, and the leucine zipper is responsible for the dimerization of bZIP proteins. The rules of dimerization specificity for bZIP proteins have been depicted [12-14]. Depend upon the basis of the presence of attractive or repulsive interhelical g↔e electrostatic interactions and the presence of polar or charged amino acids in the a and d positions of the hydrophobic interface of the leucine zipper region, dimerization specificity of bZIP proteins in plant species such as Arabidopsis, maize and rice have been predicted [10,11,15].

The evolution of genetic network complexities in flowering plants has revealed the important roles of regulatory transcription factor evolution to physiological variation among species [16,17]. As one of important transcription factor family, the plant bZIP transcription factors play pivotal roles in developmental processes and multiple stresses in response to environmental tolerance. The ancestor of green plants possessed four bZIP genes functionally involved in oxdative stress and unfolded protein responses that are bZIP-mediated processes in all eukaryotes [18]. Furthermore, bZIP genes regulate diverse biological processes such as seed development, flower maturation, pathogen defense, and light and stress signaling [3,6]. Fundamentally, various transcription factors had been observed to regulate the ABA-responsive gene expression [19,20]. The transcriptional drought, cold, and salinity stress gene expression have been concluded [21]. So far, members of bZIP transcription factors have been identified or predicted in most of plant species analyzed [22-26]. In cucumber, 64 bZIPs were observed and all of the select genes displayed down-regulated with PEG treatment [24]. In maize, *ZmbZIP17* functions as an endoplasmic reticulum stress transducer and interact with ABA-responsive cis-elements (ABRE) [5]. In rice, plenty of *OsbZIP*s displayed different expression patterns when dealed with cold or salt stresses [10]. *OsbZIP71* was strongly induced in ABA-mediated drought and salt tolerance in rice [27]. *OsbZIP46* expression was strongly induced by drought, heat, and ABA, and functions as a positive regulator of ABA signaling and drought stress tolerance of rice depending on its activation [28]. *OsbZIP52/RISBZ5* could function as a negative regulator in cold and drought stress environments [29]. A bZIP gene *ABI5* played an important role in ABA-arrested seed germination, was robustly associated with the flower transition in Arabidopsis [30]. A bZIP gene *ThbZIP1* from *Tamarix hispida* in response to abiotic stresses had been characterized and showed to have an increased tolerance to drought and salt. Microarray analysis had been shown that many ROS scavenging genes were up-regulated by *ThbZIP1* under salt stress conditions [31]. *MabZIP3* was isolated from banana fruit, it was responsive to MeJA, ABA, and chilling stress [32]. As the most dangerous pollutions, heavy metals had been regarded as the new stress factors affecting the growth of plants. Foods contaminated with heavy metal tolerance profile of different native or gene-modified plant species had been applied [33-39]. Though studies had shown that bZIP transcription factors played key roles when plants grew under environmental factors and phytohormones, there was few research of bZIP genes study in heavy metal stresses so far.

*B. distachyon* is a new emerging model plant of Poaceae family and the first species of sequenced grass subfamily Pooideae [40]. Due to its high efficiency for genetic manipulation and compact genome, *B. distachyon* has become more crucial in applied functional genomics [41]. Researches on *B. distachyon* are moving forward rapidly, and the research field has covered grain development and starch deposition, biotic and abiotic stress responses, and biofuel production [42-44]. Global gene expression in *B. distachyon* had revealed extensive network plasticity in response to abiotic stress [45]. Evolutionary studies on bZIP gene families had been shown that a shifting landscape of biochemical functions related to signaling and gene expression contributed to species diversity [46]. Although these studies reported were involved in various plant species, none of researches were associated with the evolution and the molecular biology of stress in detail, especially in the grain model plant *B. distachyon*. There is no investigation of bZIP transcription factors in *B. distachyon* so far*.* Understanding the detailed evolutionary history of *BdbZIPs* and their corresponding functions in stress biology is of great importance in *B. distachyon*.

In this study, we identified *BdbZIP* genes genome-widely in *B.distachyon* and further investigated their chromosomal localization and evolutionary relationship with their counterparts from monocot *O. sativa* and dicot *A. thalinana.* We analyzed their exons splicing of basic and hinge region of bZIP domain, which are very important for bZIP functional evolution. We also characterized dimerization pattern within the leucine zipper motif and gene structures, and obtained tissue-specific gene expression profile and genes expression profile responding to multiple stresses including environmental factors, phytohormones, and heavy metals. This study increased our understanding of *BdbZIP* family genes associated with stress adaptation and tolerance, which was crucial for further study to improve the productivity of grass plants and cereal crops.

## Methods

### Plant growth condition and treatments

The seeds of *B. distachyon* Bd21-3 were surface sterilized with 20% NaOCl and planted on 0.6% agar containing 0.5× Murashige and Skoog and 0.3% Sucrose. Plants were grown at 22°C under 16-h-light/8-h-dark conditions and the light intensity was 120 μm m^−2^ s^−1^. As for stress expression analysis, 2-week-old seedlings were treated with 3 major treatment groups including group 1-environmental factors ( cold, heat, H_2_O_2_, PEG, and NaCl), group 2-heavy metals (Cu, Zn, Mn, Cd, and Pb) and group 3-phytohormones (SA, 6-BA, ABA, and MeJA) (As for detailed treatments, please refer to Additional file 1: Table S1).

### bZIP sequence extraction and structure analysis

The sequences of *B. distachyon* bZIP genes were obtained from BGD (Brachypodium Genome Database) (http://Brachypodium.org) and Plant Transcription Factor Database verition 3.0 (Plant-TFDB 3.0) (http://planttfdb.cbi.pku.edu.cn) [47]. The Arabidopsis and rice bZIP genes were retrieved from The Arabidopsis Information Resource (TAIR), Plant-TFDB and National Rice Gene Database (http://www.ricedata.cn/gene). The status of intron and exon were annotated according to the database. All bZIP domains were verified by SMART (http://smart.embl-heidelberg.de) and Pfam (http://pfam.sanger.ac.uk). All BdbZIP motifs were analyzed by MEME (http://meme.nbcr.net/meme). The limits of minimum width, maximum width and maximum number of motifs were specified as 10, 50 and 50 respectively. Fifteen motifs including bZIP domain were finally verified with the low E-value (<−43). The motifs were numbered according to their order displayed in MEME.

### Evolutionary analysis

Phylogenetic and molecular evolutionary analyses were calculated in MEGA 5.0 package by using the *p*-distance model, and the Neighbor-joining statistical method followed by 1000 bootstrap replications were applied [48]. The bZIP protein sequences of *B. distachyon*, Arabidopsis and rice were loaded into MEGA 5.0. In addition, homology searches were performed in rice and Arabidopsis with BLAST, and the SCORE value and E-value were taken into account for judging the homologous genes. *bZIP* gene duplication events among *B. distachyon*, Arabidopsis and rice were analyzed through Plant Genome Duplication Database (http://chibba.agtec.uga.edu/duplication) [49]. The Ka and Ks values were listed as Additional file 1: Table S2. The data of the phylogenetic tree was deposited in Treebase Web (Accession URL: http://purl.org/phylo/treebase/phylows/study/TB2:S17110).

### Chromosomal distribution and duplication of *BdbZIP*s

The location information of each *BdbZIP* gene on each chromosome was detected from BGD (Brachypodium Genome Database). The genetic linkage map was constructed with MapDraw [50]. The number of CpG in every 100 kb scale was measured and the status of CpG content was constructed by PermutMatrix. Every duplicated *BdbZIP* gene pairs were put in same bracket.

### Expression data analyses

To analyze tissue (root, stem, leaf and early spikelet) specific expression, 2-week-old seedlings and early spikelets from 5-week-old of *B. distachyon* were sampled. Total RNA was extracted as described previously [51]. The cDNA was synthesized with 3.0 μg of total RNA by using PrimeScript Reverse Transcriptase (TAKARA). The reaction mixtures were diluted 20 times with distilled water and used as templates for quantitative real-time PCR. The primers used in this paper were listed in Additional file 1: Table S3. The qPCR was conducted and repeated three times. The reaction condition was as follows: 95°C for 3 mins, 40 cycles of 95°C for 10 s, 55°C for 30 s. The expression profiles were calculated with –ΔΔCT values. Fold changes were also calculated with the formula “fold change = 2^–ΔΔCT^”. Expression data and hierarchical clustering analysis of all the samples were carried out using PermutMatrix 1.9.3, and shown with green-red gradient. The up-regulated genes were defined as a fold change of ≥ 2 with *p*-value <0.05 and marked with red color, and a fold change of ≤ 0.5 were defined as down-regulated genes with *p*-value <0.05 and marked with green color. All qPCR data were submitted to NCBI GEO dataset. The accession number is GSE66458.

## Results and discussion

### Identification of bZIP genes in plants

To investigate the evolution of bZIP genes in plant species, 21 plants from low to high grade were selected and the numbers of their bZIP genes were identified. The green plants were covered from Chlorophyta to Embyophyta subkingdoms. The evolutionary tree for these species was constructed as in Figure 1. After searching BGD and TFDB database and further validated by SMART and Pfam domain analysis, 96 unique bZIP genes were identified from *B. distachyon*.The number of bZIP genes in plants examined varied from 7 to 136. Some plant species maintained the high number of bZIP genes, which might contribute to their numerous tandem duplications and large-scale segmental duplications [52]. Except *Zea mays* had a little bit more (126). bZIP genes, the plant species sub-grouped in monocot clades had approximately the close numbers (95–104), which might due that the species in this clade shared the common ancestor of Poaceae and had similar whole genome duplication [53]. *B. distachyon* fell into monocot and shared the same clade with *Triticum aestivum*, which was consistent with the notion that these two species had closer relationships. Comparing to Embrophyte, the Chlorophyta species had much less bZIPs. We inferred that high grade plants had stronger environment adaptation abilities with more bZIP genes. Speculatively, during evolution, *B. distachyon* and other monocot species maintained the high number of bZIP genes might contribute to large-scale segmental duplications.

**Figure 1:**
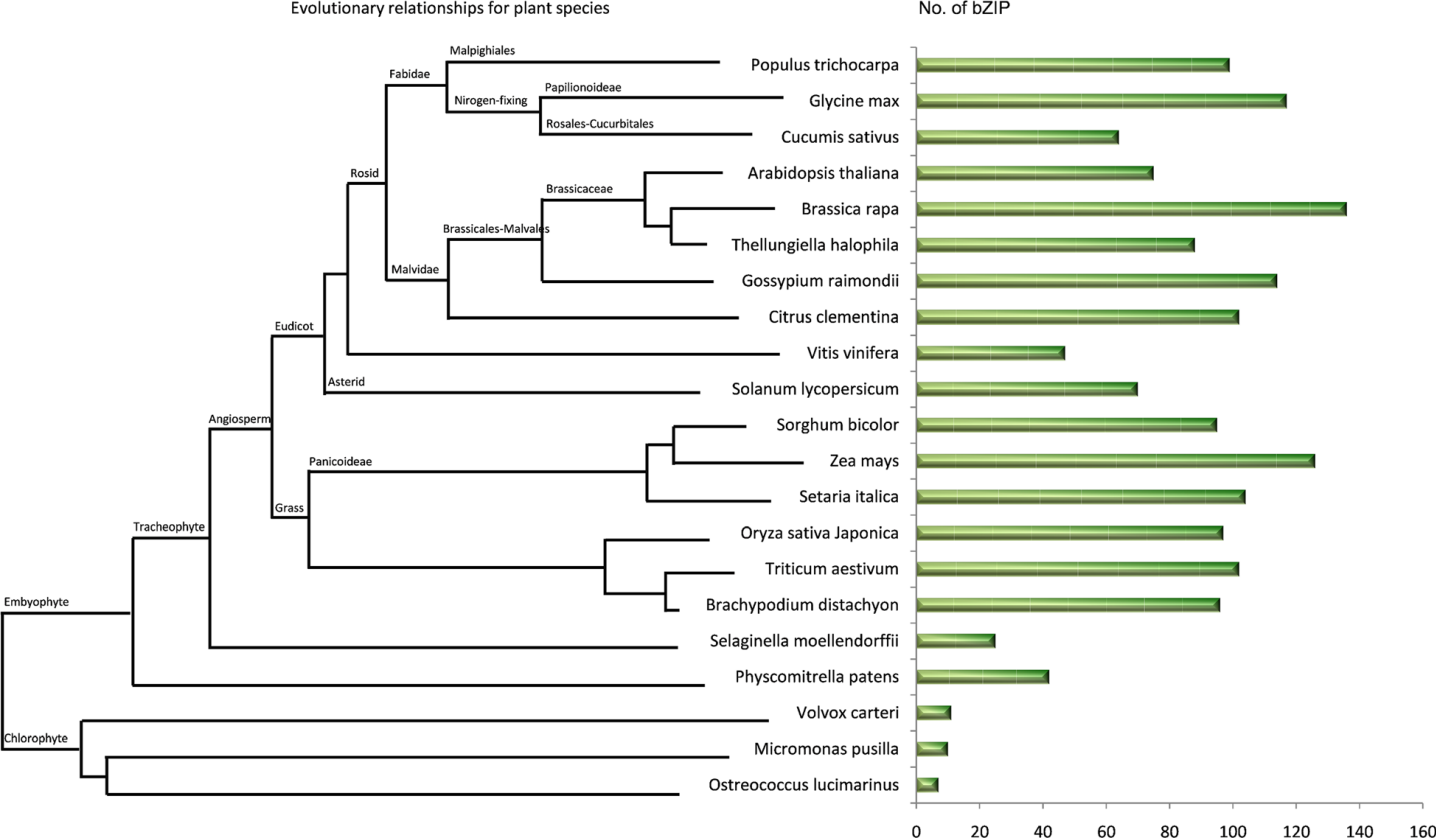
**bZIP family transcription factors distribution in plant species.**

### Chromosomal location and duplication of *BdbZIP* genes

Although the basic leucine zipper transcription factors are widely distributed in all plant kingdoms, the chromosomal location of bZIP genes in *B. distachyon* is still unclear. Based on our analysis, bZIP genes existed in *B. distachyon* were designated as *BdbZIP1-96* according to their top-to-bottom position on chromosomes from I to V (Figure 2 and Additional file 1: Table S4). *BdbZIP* genes were scattered on each chromosome, but their distributions were obviously not uniform in density. Certain chromosome regions had relatively high density of *BdbZIP* genes. Except for the smallest chromosome V, there were one or two *BdbZIP* clusters on each chromosome.

**Figure 2:**
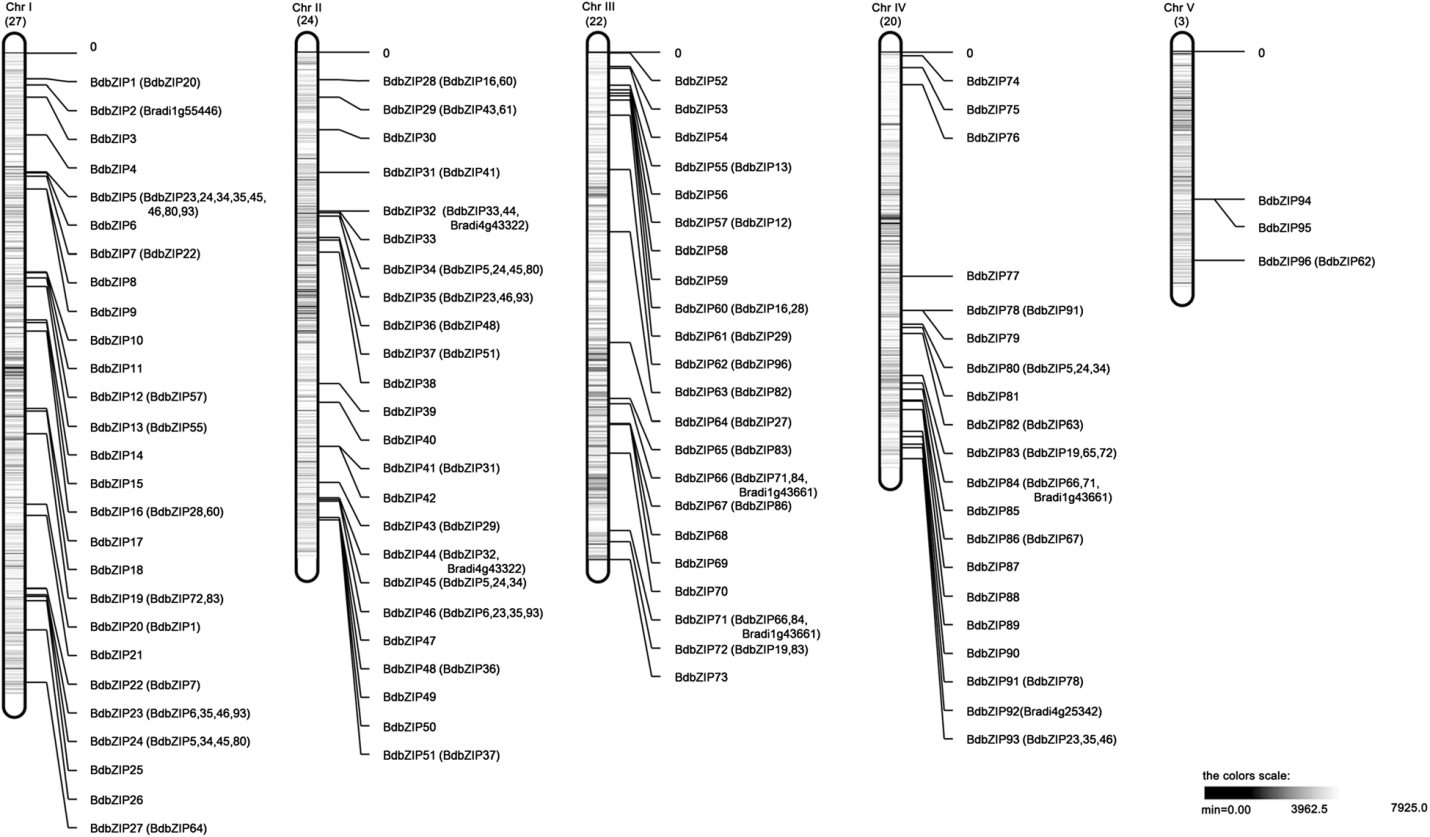
**Chromosomal locations and regional duplication for** ***B. distachyon*** **bZIP genes with CpG profile.** *BdbZIP* genes are numbered from 1 to 96. The chromosome information of *BdbZIP*s was given in Additional file 1: Table S4. *B. distachyon* CpG distributions were calculated and given in Additional file 1: Table S5.

To probe the potential evolutionary mechanisms of *BdbZIP* gene family, according to described in [50] both tandem and segmental duplication events in terms of intragenome were examined in *B. distachyon*. It was observed that gene duplications were widespread throughout *B. distachyon* lineages (Figure 2). About 66% of *BdbZIP* genes were found to be duplicated at a maximal length of 100 kb. All the duplicated genes were confined to chromosomal block duplication and none of *BdbZIP* genes were found to be arranged in tandem form. The phenomena were very similar to the bZIP gene family in rice [10]. This result further revealed why *B. distachyon* had high amount of bZIP genes.

Much evidence showed that CpG content and distribution might have influence on variability in chromatin structure and gene distribution [54]. Based on this, we infered CpG content might affect the functional properties of *BdbZIP*s. To dig into the evolutionary relationships between *BdbZIP*s distribution and CpG content, we also counted the CpG content in the whole *B. distachyon* genome (Additional file 1: Table S5). The landscape of CpG content was generated and integrated to the genetic linkage map (Figure 2). It was observed that the distribution of CpG content was not uniform. Each chromosome had several relatively high CpG content regions (Figure 2). Except a few of *BdbZIP*s (*BdbZIP5-7*, *32*–*35*, *65*, *66*, *73*, and *83–87*) were distributed in the regions of high CpG content, most of *BdbZIP* genes were scattered in the regions of low CpG content. This finding showed that those *BdZIP*s located in the regions of low CpG content might have high frequent mRNA transcripts, which required to implement their functions.

### Phylogenetic and molecular evolutionary analysis of Bd*bZIP* genes

Furthermore, to evaluate the evolutionary history of *BdbZIP* genes and relationships with other plant bZIP family genes, the bZIP proteins from other two model plants, Arabidopsis and rice, were performed for analyzing and comparing. A total of 268 bZIPs (Additional file 1: Table S6 and Additional file 1: Table S7) were de-tected and a phylogenetic tree was constructed (Figure 3). All bZIP proteins were grouped into 9 clades, designated as clade I to IX (Figure 3). It was observed that each clade had both *AtbZIP* and *OsbZIP* genes, which indicating that the evolution of bZIP genes was conservative between dicots and monocots. Most of the *BdbZIP* and *OsbZIP* genes were hierarchical clustered together in the same clades and exhibited closer relationship than those in *AtbZIP* genes (Figure 3). To identify the bZIP genes in terms of intragenome or cross-genome syntenic relationships among species *B. distachyon*, rice, and Arabidopsis, we also calculated the synonymous (Ks) and non-synonymous (Ka) substitution rates of bZIP genes among them [50]. We found that most of BdbZIP genes had syntenic regions in rice, but few in Arabidopsis (Additional file 1: Table S2). These results were consist-ent with the notion that *B. distachyon* and rice were monocots and their bZIP families might have the similar evolutionary patterns. However, it was still mentioned that some BdbZIP proteins were hierarchical clustered together with AtbZIP proteins in the same clade, the reason was that these BdbZIPs were expected to be orthologs of the AtbZIP proteins and they shared other additional conserved motifs outside of bZIP domains. Furthermore, homologous bZIP genes were detected in rice and Arabidopsis using BLAST tools. Seventy-two and forty-seven BdbZIPs were found to have homolo-gous bZIP genes in rice and Arabidopsis respectively (Additional file 1: Table S8). The comparative phylogenetic analysis and BLAST results showed that the bZIP genes in *B. distachyon* had closer relationships with rice than those in Arabidopsis.

**Figure 3:**
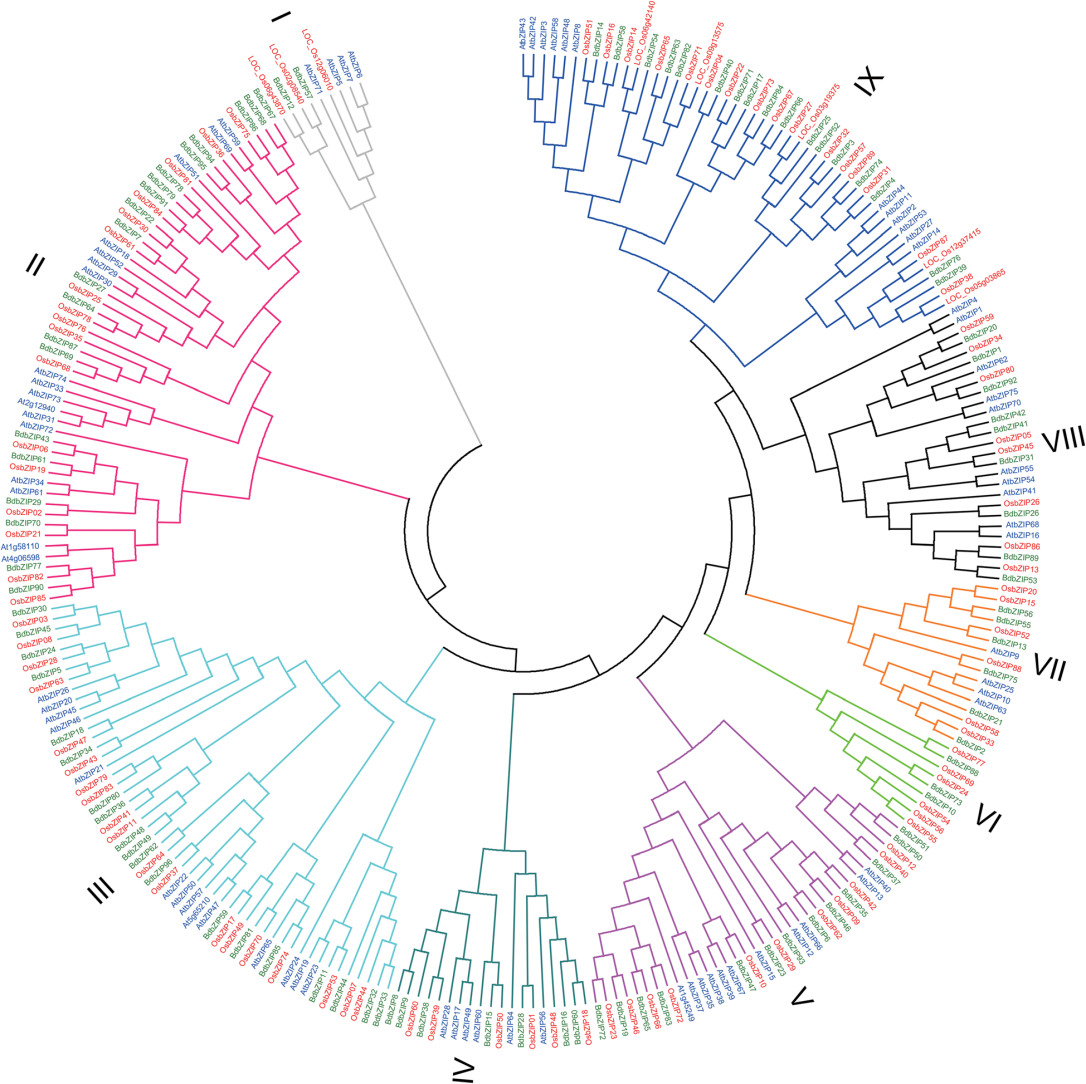
**Phylogenic analyses of bZIP proteins in** ***B. distachyon*** **,** ***O. sativa*** **and** ***A. thaliana*** **.** The phylogenetic analysis of bZIP proteins based on the bZIP protein sequences in *B. distachyon*, *O.sativa* and *A. thaliana*. Each clades is marked by one type of colors. The *B. distachyon*, *O. sativa* and *A. thaliana*. bZIPs proteins are marked by green, red and blue colors respectively. The phylogenetic tree was constructed by MEGA 5.0 Bootstrap values from 1000 replicates are indicated at each node.

### Gene structure analysis of *BdbZIP* genes

Alternative splicing events were spread in the whole *B. distachyon* genome [55]. As the overall pattern of intron position acted as an index to the phylogenetic relationships in a gene family evolution [56], so we also examined the intron and exon organization of *BdbZIP*s (Additional file 1: Table S4). It showed that most of *BdbZIP*s (81 of 96 *BdbZIP*s) containing introns, only 15 of total *BdbZIP* genes were intronless. As for the genes containing introns, the numbers of introns varied from 1 to 13. Diverse status of exon and intron splicing might be meaningful for *BdbZIP* gene evolution.

In addition, the intron patterns within the basic and hinge region of the bZIP domain are most conserved and particularly important for their functional evolution. Any splicing change in the hinge region would change the code of the bZIP domain of the proteins and further affect their function. Among the 81 genes containing introns, 17 had 1–2 intron/introns in this region. Based on the intron presence, position, and splicing phase, *BdbZIP* genes were divided into 8 patterns, which were designated as pattern a to pattern h (Figure 4 and Additional file 2: Figure S1). The pattern a, b, e, and h were the most prevalent. Both pattern a and pattern b had one intron, pattern e had two introns and pattern h was intronless. But the pattern a had one intron in phase 2 (P2) in the basic region, whereas pattern b had an intron in phase 0 (P0) in the hinge region. Pattern c, d, f and g were uncommon. Compared with those in rice and maize [10,11], pattern f and pattern g were novel types. Pattern c and pattern d had one intron in P0 and P2 respectively. Pattern f and pattern g had two introns in P0. Pattern h was found in 27 *BdbZIP* genes, of which only 17 were intronless. The result showed that when the introns existed in the hinge region, the phase and position were conserved. However, when the introns were present in the basic regions, the positions of P0 and P2 were variable. The results showed that in *B. distachyon*, the splicing phase had remained conserved during the course of evolution of *BdbZIP* family genes, which were very consistent with those in rice [10]. In brief, our results showed that the intron patterns in the BdbZIP domains demonstrated more diverse than those in rice and maize.

**Figure 4:**
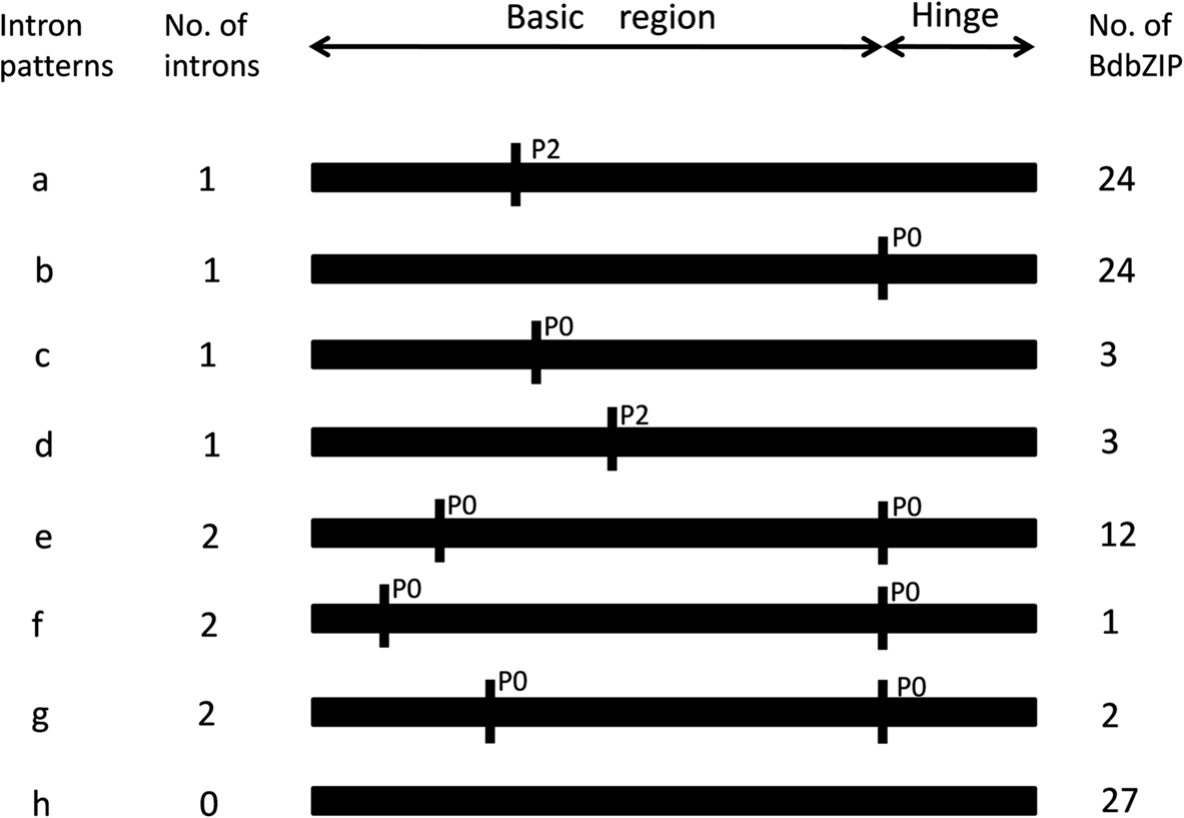
**Patterns of intron within the basic and hinge regions of the bZIP domains of BdbZIP proteins.** Intron patterns (a–h) are depicted. The number of introns and the number of BdbZIP proteins having a particular pattern are also indicated. P0 and P2 indicate the splicing phases of the basic and hinge regions of the bZIP domains. P0 represent the intron splicing site between codons, P2 means the intron splicing site locating between the second nucleotide and the third nucleotide in one codon.

### Dimerization properties of BdbZIP proteins

The amino acids at positions nearing leucine zipper interface of leucine zipper determined the dimerization stability and specificity [13-15]. To predict the dimerization specificity and stability of all BdbZIP proteins, we adopted the standard nomenclature for the amino acid positions in heptads to arrange manually leucine zipper regions [15]. The N-terminal and C-terminal boundaries of BdbZIP leucine zippers were demarcated following the criteria used for the bZIP proteins of Arabidopsis, rice and maize [10,11,15]. According to their positions, the amino acids in the heptad repeats in leucine zipper region were named as position a, b, c, d, e, f, and g (Additional file 3: Figure S2). The types of amino acids present at the g, e, a, and d positions in BdbZIP proteins were analyzed and compared with those of Arabidopsis and rice. We found that BdbZIPs had the lowest frequency of charged amino acids in these positions. This result showed that interactions between g↔e pairs might be more prominent in regulating specificity in BdbZIPs (Figure 5A). However, the frequency of charged amino acids of BdbZIPs and OsbZIPs at g and e positions had a closer proximity than that in AtbZIPs. This might due that BdbZIPs and OsbZIPs had closer evolutionary relationships. As Asns existing in a position contribute the most to dimerization specificity [57], we also examined the frequency of Asn in a position. About 23% of amino acids presenting at a position are Asns (Figure 5A), and about 55% of Asns in a position in heptad 2 and heptad 5 were observed in BdbZIPs (Figure 5B). The similar phenomena had been observed in AtbZIP, OsbZIPs and ZmbZIPs [10,11,15]. It was known that the leucine present in d position was responsible for dimerization stability [57], so the leucine in the d positions was calculated. The abundance of leucine of BdbZIPs in d positions was 68%, which was slightly lower than that in OsbZIPs (71%) and significantly greater than that in AtbZIPs (56%). The number of heptads was variable and ranged from four to nine (Additional file 3: Figure S2), and higher frequency of leucine was speculated to be responsible for dimer stability of long zippers.

**Figure 5:**
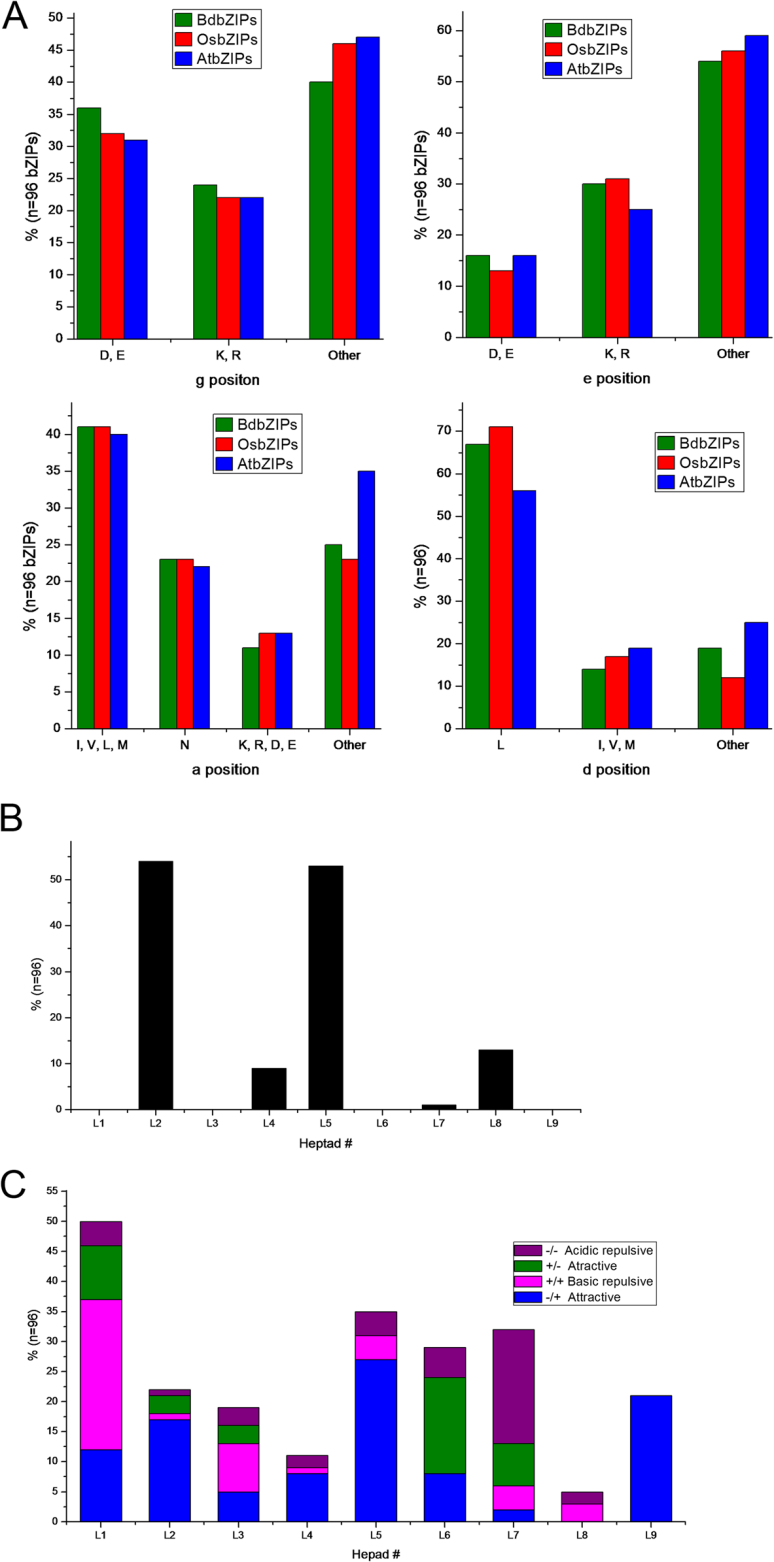
**Amino acid analysis at the g, e, a, and d positions of the leucine zippers. A**. Histogram of frequency of amino acids in the g, e, a, and d positions of the leucine zippers from BdbZIP, AtbZIP, and OsbZIP proteins. **B**. Histogram of the frequency of Asn residue in a position of the leucine zippers for all BdbZIP proteins. **C**. Histogram of the frequency of attractive or repulsive g↔e pairs per heptad for all BdbZIP proteins.

To evaluate the contribution of charged residues responsible for dimerization properties of BdbZIPs, the frequency of attractive and repulsive g↔e pairs in each heptad of BdbZIP leucine zippers was computed and the corresponding histogram was demonstrated (Figure 5C). It was found that the frequency of interactive g↔e pairs was the maximum in the first heptad, with a sharp decrease in the next three heptads (L2, L3, and L4). Then the trend increased in the fifth heptad and decreased sharply in the eighth heptad. Moreover, only repulsive g↔e pairs were observed in the eighth heptad and attractive g↔e pairs were observed in the ninth heptad. Attractive g↔e pairs and presence of Asns in a position contribute to homo-dimerization. Repulsive and incomplete g↔e pairs, and charged residues in a positions may favour hetero-dimerization. Based on this principle, all BdbZIPs were classified into three sub-families (sub-family I, II, and III, Additional file 3: Figure S2). According to above analyses, we observed that the dimerization patterns in the leucine zippers of BdbZIPs were more complex and diverse than those in other species. Our results indicated that there were many BdbZIPs with trends to form homo-dimerization.

### BdbZIP proteins structure and expression patterns

It was important to answer the question whether BdbZIP protein structure had any correlation with their functions in different tissues/organs. Due that motifs contributed to determine specific functions for gene members, the additional conserved motifs of bZIPs had been detected and classified in plant species [10,11,23]. Based on sequence similarity of conserved motifs, a total of 15 conserved motifs including the bZIP domain were identified (Figure 6). According to the presence of the bZIP region and the additional conserved motifs, we classified 96 BdbZIP proteins into 5 groups (group I-V, Figure 6). All the predicated motifs were exhibited as Additional file 4: Figure S3.

**Figure 6:**
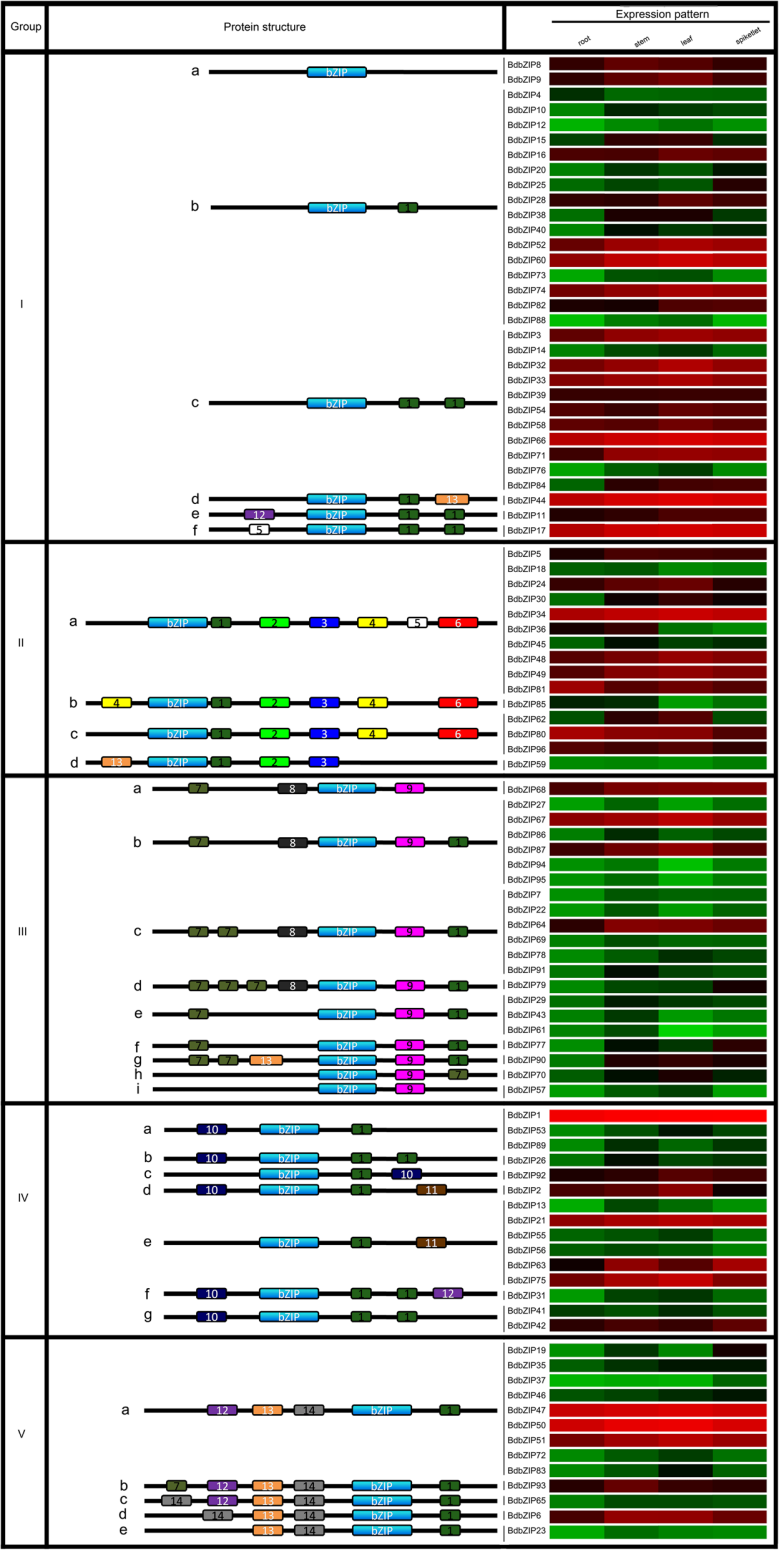
**Tissue-specific expression profiles of** ***BdbZIP*** **genes with bZIP domain and motif information identified by MEME.** Tissue-specific expression analysis was performed. Four tissues/organs including root, stem, leaf, and early spikelet were examined. The position of the bZIP domain and the presence of additional conserved motifs outside the bZIP domain were identified by MEME. BdbZIP domains are shown in blue. Additional motifs are marked in different color boxes with numbers 1 to 14, where the same number refers to the same motif present in the different BdbZIP proteins. The details of predicted conserved motifs are given in Additional file 2: Figure S1.

Furthermore, we also investigated tissues/organs specific expression pattern of *BdbZIP*s genes. 

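Transcripts of the 96 BdbZIP genes were measured by quantitative real-time PCR (qPCR) in root, stem, leaf and early spikelet, with the glyceraldehyde-3-phosphate dehydrogenase gene BdGAPD as the reference. The deposited Ct table has 97 rows, 96 for the BdbZIP genes and 1 for BdGAPD. Ct is the PCR cycle at which the product crosses the detection threshold, so a Ct lower by 1 stands for about 2-fold more template. The paper gives the plants' age as 14 days, or 35 days for the spikelets, and the sample labels give 20 and 40 days. Rows of the table are plate wells, and each well was given its gene through Table S10, whose 28 fold changes equal those of a single well for each of the 96 genes. Each tissue has 1 Ct per gene, so no replicate spread is known, although the paper states that the qPCR was repeated. From these Ct values, ΔCT was the Ct of a gene minus that of BdGAPD in the same sample, and the log2 change was –ΔΔCT against the control seedlings CK1, which the labels assign to the tissues. Over all genes and samples Ct ran from 17.69 to 39.75 with a median of 27.1, and 34 genes reached a Ct of 35 or more in at least 1 sample, where amplification is late and values are less certain. The Ct of BdGAPD was 16.54 in root, 16.85 in stem, 19.11 in leaf and 17.20 in spikelet, against 17.90 in CK1. A shift of this single reference moves all genes of a sample alike. Table S3 lists identical primers for 8 pairs of BdbZIP genes, and over 27 treated samples the log2 changes of such a pair differed by a median of 0.66, against 1.27 for the other pairs of genes. From these pairs the error of the wells in a single log2 change was estimated as an SD of 0.96. The SD includes BdbZIP50 and BdbZIP51, which differed by a median of 2.27, against 0.20 to 1.05 in the other same-primer pairs. Both genes of a pair share the BdGAPD Ct and the plants of a sample, so the error of the reference and the variation between plants are not part of this SD.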

Four tissues/organs including root, stem, leaf, and early spikelet were selected. The –ΔΔCT changes and fold changes of 96 *BdbZIP* genes were calculated (Figure 6 and Additional file 1: Table S9). 

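Against CK1, the median log2 change of the 96 genes was -0.85 in root, 0.19 in stem, 1.74 in leaf and -0.06 in spikelet. In leaf, 69 genes were at least 2-fold higher than in CK1 and 9 were at most 0.5-fold. In root the balance was the other way, with 18 genes higher and 45 lower by these thresholds. Stem had 29 higher and 9 lower genes, and spikelet had 25 higher and 27 lower. With the mean of CK1, CK2 and CK3 as the control, the balance in stem reversed, with 21 higher and 32 lower. With that control spikelet had 21 higher and 41 lower, leaf 44 and 17, and root 18 and 65. Without the reference gene, the counts were 37 higher and 16 lower in leaf, and 37 higher and 12 lower in root. The direction in root therefore depended on whether BdGAPD was subtracted. Leaving BdGAPD out also drops the correction for the amount of cDNA, so these counts cannot show that BdGAPD caused the direction. BdbZIP1 had the highest log2 change in every tissue, 8.18 in root, 9.62 in stem, 11.83 in leaf and 10.91 in spikelet, and its Ct in CK1 was 38.2, near the end of the PCR. The lowest values were -4.18 for BdbZIP88 in root, -2.13 for BdbZIP12 in stem, -3.82 for BdbZIP61 in leaf and -3.83 for BdbZIP88 in spikelet.

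**Figure D1:**
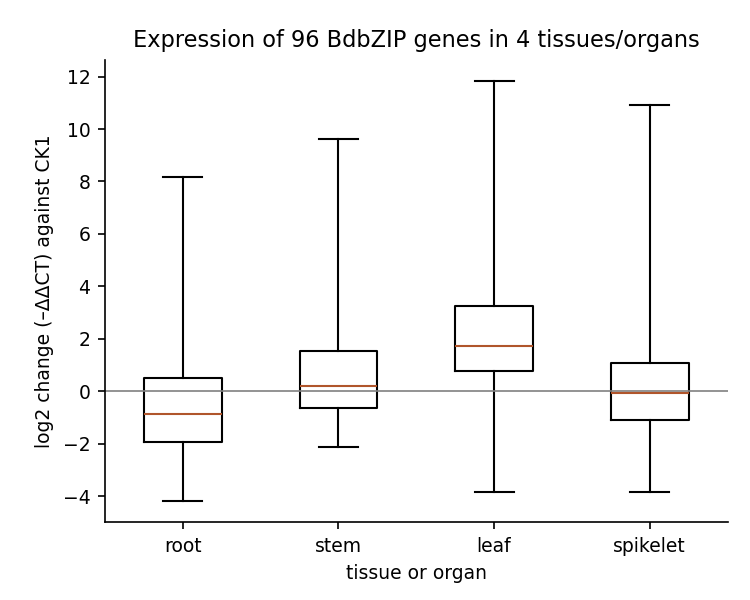
Log2 change (–ΔΔCT, against CK1) of 96 BdbZIP genes in root, stem, leaf and spikelet, 1 sample each. Boxes span the quartiles with the median as a line, and whiskers reach the lowest and highest gene; the leaf box lies above 0, with a median of 1.74.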

Our results showed that the expression levels of *BdbZIP* genes in four tissues/organs displayed with different patterns.

BdbZIP protein structure results showed that except for motif 1 and 7, most of motifs had just one copy. Certain motifs appeared in specific groups and some motifs were shared by several groups. This phenomenon might reflect the case that the functions of some conserved motifs were important and diverse in BdbZIPs. 

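The level of a gene relative to BdGAPD, –ΔCT averaged over the 4 tissues, had a median of -9.32 over the 47 genes of motif groups I and II and of -8.33 over the 49 genes of groups III to V. The difference of -0.99 lay at the 10.7th percentile of 10000 random splits of the genes into lists of these sizes. It was -2.07 with 1 gene of each same-primer pair, and -0.33 over genes with a Ct below 35 in every sample. The median level of all genes was exceeded by 21 of the 47 genes of groups I and II and by 27 of the 49 others. When the log2 change against CK1 was used in place of the level, which is the measure plotted in Figure 6, the order was the other way. Its median over the tissues was 0.57 in groups I and II, where 32 of 47 genes were higher than in CK1, and -0.34 in groups III to V, where 20 of 49 were higher. That difference of 0.91 lay at the 99.2th percentile of the random splits. These percentiles describe the present samples, since genes are not replicates.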

A large number of *BdbZIP* genes belonged to group I and II behaved high expression levels. 

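Taken singly, group III (21 genes) had a median –ΔCT of -8.33, group IV (15 genes) of -7.55 and group V (13 genes) of -9.52. The median log2 change against CK1 over the 4 tissues was -0.45 in group III, -0.18 in group IV and 0.03 in group V. A mean above that of CK1 was found for 6, 7 and 7 genes of these groups.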

Except some members in group III, IV, and V had higher expression, the expression for most of the *BdbZIP* genes in these three groups was relatively low. It should be noted that though some of *BdbZIP* genes with same structure were grouped to the same groups, the expression patterns were not completely consistent with the gene structural profiles. These results indicated that the structure of BdbZIP protein was not the single factor in determining their functions in different tissues/organs.

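The profile of a gene across the 4 tissues was taken as its log2 changes minus the median of all genes in each tissue, which leaves the profile independent of the reference gene. The Pearson r between the profiles of a pair of genes was on average 0.098 over the 994 pairs within a motif group and -0.0014 over pairs from different groups (difference 0.099, two-sided test with 10000 permutations of the group labels over genes, p = 0.00180). Within groups, 44.8% of the pairs had an r below 0. The profile was highest in leaf for 17 of the 32 genes of group I and in root for 8 of the 15 genes of group II. In groups III, IV and V, no tissue was highest for more than 9 of 21, 6 of 15 and 6 of 13 genes. This comparison was chosen after the values were seen, and genes are not replicates.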

### Stress expression analysis of *BdbZIP* genes

Plant growth and productivity are greatly affected by various environmental stresses. Stress tolerance is an intricate phenomenon because plants may undergo multiple abiotic stresses, which are the principle cause of reducing crop yields. Given the potential roles of *BdbZIP* genes may play in response to environmental stresses in *B. distachyon*, it is of great importance to demonstrate all *BdbZIP* gene expression profiles under multiple stresses. 

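The same qPCR assay was applied to seedlings under 14 treatments. Environmental factors were cold (4 °C), heat (45 °C), 10 mM H2O2, 20% polyethylene glycol (PEG), which lowers the water potential, and 200 mM NaCl, each for 1 h and 6 h. Heavy metals were 0.05 mM Cu, 0.5 mM Zn, 1.0 mM Mn, 0.07 mM Cd and 0.75 mM Pb, each for 6 h and 24 h. Phytohormones were 1 mM salicylic acid (SA), 20 µM 6-benzylaminopurine (6-BA, a cytokinin), 100 µM abscisic acid (ABA) and 100 µM methyl jasmonate (MeJA), each for 1 h and 6 h. Each condition has 1 sample, so differences between conditions carry no replicate check. The labels assign the untreated control CK1 to the environmental factors, SA and 6-BA, CK2 to ABA and MeJA, and CK3 to the heavy metals and to NaCl 6 h. The controls differ from one another. Relative to BdGAPD the median gene was 2.59 (log2) higher in CK3 than in CK1, where 71 of 96 genes were at least 2-fold higher, and 2.72 higher in CK3 than in CK2. The Ct of BdGAPD was 17.90 in CK1, 15.72 in CK2 and 20.08 in CK3, and ran from 14.73 to 23.24 over all samples. The Ct column of PEG 1 h equals that of H2O2 6 h in all 97 rows and was left out, which leaves 27 of the 28 treated samples. The log2 change was recomputed as –ΔΔCT from Ct against the control of the labels. The authors' deposited fold changes served to join wells to genes and to choose between the identical columns, and their values were used as an alternative.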

To investigate the expression patterns, we treated *B. distachyon* with 3 major types of abiotic stresses including environmental factors (cold, heat, H_2_O_2_, PEG, and NaCl), heavey metals (Cu, Zn, Mn, Cd, and Pb) and phytohormones (SA, 6-BA, ABA, and MeJA) respectively. We obtained 4 major clusters (I, II, III, and IV) after hierarchical clustering analysis of all the data upon different types of stress treatments (Figure 7 and Additional file 1: Table S10). 

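Ward clustering of the recomputed log2 changes of the 27 samples into 4 clusters (Euclidean distance) was compared with the clusters read from Figure 7. The adjusted Rand index, which is 1 for identical clusterings and near 0 for unrelated ones, was 0.40, with a 95% bootstrap interval over genes of 0.25 to 0.58. Of the 38 genes of cluster II, 32 fell into a single new cluster, and so did 18 of the 22 genes of cluster I and 19 of the 31 of cluster III. The 5 genes of cluster IV were spread over 3 new clusters. The index was 0.39 with complete linkage, 0.091 with average linkage and 0.056 with Pearson correlation distance and average linkage. It was 0.56 with CK1 as the control of NaCl 6 h, a choice made after the values were seen, and 0.074 with the mean of CK1, CK2 and CK3 as the control of every sample. The colours of the heat map rose with the log2 change in each class, with a Pearson r over cells of 0.73 for environmental factors, 0.77 for heavy metals and 0.94 for phytohormones. In the heavy-metal columns the rows of 13 genes, BdbZIP28 to BdbZIP40, carry the values of another gene. Without these genes the r for heavy metals was 0.93. The places of these genes in the clusters of Figure 7 may rest on those values, which limits all comparisons by cluster.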

According to the expression profile, *BdbZIP*s in cluster I showed down regulation upon almost all three major treatments except ABA and MeJA treatments. 

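Over the 23 samples other than ABA and MeJA, the 22 genes of cluster I had a median log2 change of -1.27. All 22 genes had a mean below 0, the median of the cluster was below 0 in 22 of the 23 samples, and none of 10000 random lists of 22 genes matched on mean expression had a median as low. The median was -1.40 under environmental factors, -1.26 under heavy metals and -0.53 under all phytohormones. Under heavy metals alone it lay at the 9.49th percentile of the matched random lists, whose median was -1.005. Under ABA and MeJA the median of the cluster was 0.08, with 14 genes above 0 and 8 below. The clusters were drawn by the paper from these measurements, so that a shift of their medians follows in part from the grouping. Set against the mean of CK1, CK2 and CK3, the median over the 23 samples was -0.84.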

As for *BdbZIP* genes in cluster II, we observed that they were up-regulated upon both environmental factors and phytohormone treatments, but they were down-regulated under heavy metal treatments (Figure 7). 

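In cluster II (38 genes) the median log2 change over the 17 samples of environmental factors and phytohormones was 0.43, above all but a few of 10000 matched random lists (percentile 99.98). A mean above 0 was found for 29 of the 38 genes, and the median of the cluster was above 0 in 14 of the 17 samples. By class it was 0.43 under environmental factors and 0.45 under phytohormones.  With the mean of the 3 controls as the control of every sample, the median was -0.48.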

The *BdbZIP* genes in cluster III and cluster IV had no obvious expression patterns upon different types of stress treatments (Figure 7).

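The 31 genes of cluster III had median log2 changes of -0.36 under environmental factors, -0.26 under heavy metals and 0.06 under phytohormones. Their single-gene means under heavy metals ran from -3.09 to 1.49, with 18 genes below 0 and 13 above. The lowest mean was that of BdbZIP28, whose row in Figure 7 carries the values of BdbZIP29 under heavy metals. Among the matched random lists, the medians of cluster III lay at percentiles 36.9, 99.9 and 6.31. Under heavy metals the random lists had a median of -0.69. The 5 genes of cluster IV had medians of 2.15 under environmental factors, 1.24 under heavy metals and 2.10 under phytohormones. All 5 had a mean above 0 under environmental factors and under phytohormones, and 4 of 5 under heavy metals. Among the matched random lists, the medians of cluster IV lay at percentiles 100.0, 99.93 and 99.99 in the order given.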

**Figure 7:**
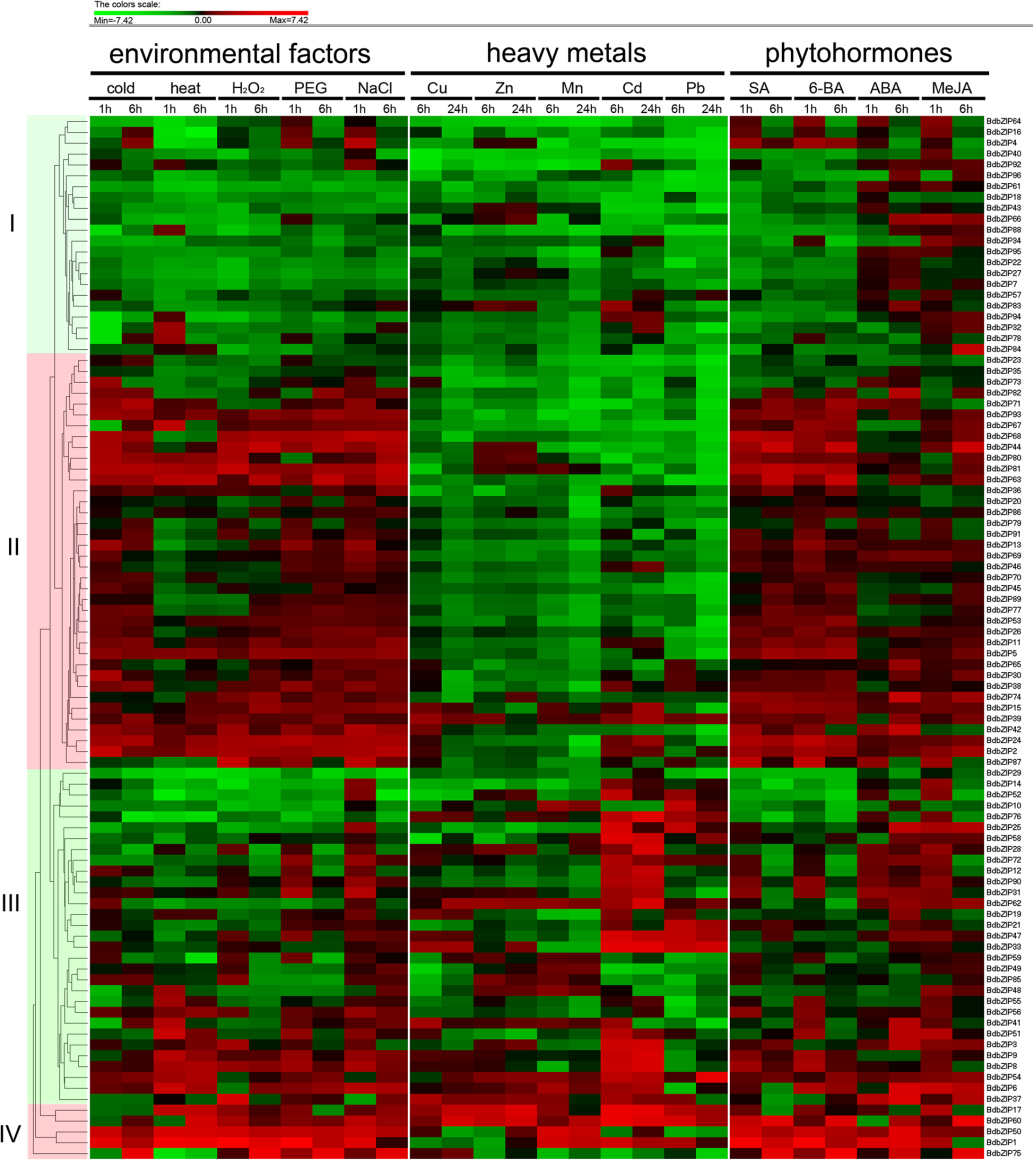
**Expression profiles of** ***BdbZIP*** **genes differentially expressed under multiple stress conditions.** Three major treatment groups including group 1-environmental factors (cold, heat, H_2_O_2_, PEG, NaCl), group 2-heavy metals (Cu, Zn, Mn, Cd, Pb) and group 3-phytohormones (SA, 6-BA, ABA, MeJA), 14 abiotic stresses in total were applied for treatment. After hierarchical cluster analysis, 4 major gene hierarchical clusters (I, II, III, and IV) were obtained.

We also investigated whether the *BdbZIP* genes expression cluster had any enrichment with specific phylogenic clade genes, intron pattern, dimerization pattern or motif groups. It was observed that the expression of *BdbZIP*s in cluster II behaved heavy metal specific expression (Figure 7). 

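Under the 10 heavy-metal samples, the 38 genes of cluster II had a median log2 change of -1.19 against CK3, at the 0.34th percentile of the matched random lists, whose median was -0.93. The mean over these samples was below 0 for 37 of the 38 genes, with the lowest at -2.37, and the cluster median was below 0 in 9 of the 10 samples. When every sample was set against the mean of CK1, CK2 and CK3, the median under heavy metals was 0.63.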

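Of the 38 genes that Figure 7 places in cluster II, 10 have intron pattern b, 2 pattern c, 2 pattern d and 7 pattern e in Table S4. These are 41.7% of the 24 genes with pattern b, 66.7% of the 3 with pattern c, 66.7% of the 3 with pattern d and 53.8% of the 13 with pattern e. Of the other patterns, a had 8 of 23 genes in the cluster (34.8%), h had 9 of 27 (33.3%), and f and g, with 1 and 2 genes, had none. Of all 96 genes, 39.6% are in cluster II.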

We found that this cluster was composed of the high proportion of *BdbZIP*s belong to intron pattern b (46%), c (67%), d (67%), and e (50%). So we proposed that the 4 type of intron patterns were crucial in regulation of *BdbZIP*s responding to heavy metal stresses.

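By Fisher's exact test (two-sided, each pattern against all other genes, Benjamini-Hochberg adjustment over the 8 patterns), the raw p was 0.814 for pattern b, 0.560 for c, 0.560 for d and 0.361 for e. The adjusted p was 0.931 for pattern b and 0.845 for c, d and e. With 3 genes each, patterns c and d could not reach a threshold of 0.05, as even 3 of 3 genes in the cluster would give a raw p of 0.0590 by this exact test, and the same holds for f and g. Patterns a, b, e and h could have passed the threshold and did not. From the proportions, the paper proposes that these intron patterns are crucial in regulating the response to heavy metals.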

In order to further look BdbZIP genes expression pattern to specific group of treatments, we also did hierarchical cluster analysis of the *BdbZIP* genes expression according to environment factors, heavy metal stresses and phytohormone treatments respectively (Additional file 5: Figure S4, Additional file 6: Figure S5, Additional file 7: Figure S6).

### Environmental factors (cold, heat, H2O2, PEG, and NaCl)

The proportion of down-regulated to up-regulated *BdbZIP* genes under environmental factors’ treatment was approximately 50% to 50%. 

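The mean log2 change over the 9 samples of environmental factors was below 0 for 60 of the 96 genes, which is 62.5% (95% Wilson interval over genes 52.5 to 71.5%), and above 0 for 36. The share depended on NaCl 6 h, whose control by the labels is CK3. The colours of Figure 7 for NaCl 6 h had an r of 0.95 with the log2 change against CK1 and of 0.17 with that against CK3. With NaCl 6 h set against CK1 like NaCl 1 h, a choice made after the values were seen, the share was 51.0%. Without the reference gene it was 30.2%. The median log2 change was -2.02 for NaCl 6 h and between -0.53 and 0.62 for the other 8 samples. The genes with the highest mean were BdbZIP1 (3.72), BdbZIP50 (2.14) and BdbZIP81 (1.98), each at least 2-fold higher in 8 of the 9 samples. BdbZIP1 was measured late, with a mean Ct of 33.8. BdbZIP50 shares its primers with BdbZIP51, and the log2 changes of these genes differed by a median of 2.27, and with the mean of the 3 controls the mean of BdbZIP50 was -0.0011. BdbZIP61 (-2.59) and BdbZIP27 (-1.72) were at most 0.5-fold in all 9 samples, and BdbZIP29 (-2.76) in 8.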

Too high and low temperature were major negative factors on plant development due to the limiting the geographical locations suitable for plant growing and led to catastrophic loss of crop yield [58,59]. To uncover mechanism underlying temperature stresses, *B. distachyon* plants were subjected to heat and cold stress and a set of up- and down- regulated genes were identified, suggesting a prominent role for the bZIP genes responding to these environmental factors. 

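In cold, 17 genes were at least 2-fold higher and 19 at most 0.5-fold after 1 h, and 19 and 23 after 6 h. Both time points together gave 14 genes that were higher and 10 that were lower. In heat, 19 genes were higher and 36 lower after 1 h, and 18 higher and 33 lower after 6 h, with 13 and 27 genes past the thresholds at both times. Past them in all 4 samples of cold and heat were 6 genes upwards and 6 downwards. Without the reference gene, 83 genes were at least 2-fold higher after 1 h of cold, where the Ct of BdGAPD fell by 2.49 from CK1.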

Compared with the global analysis of the transcriptome of *B. distachyon* in cold, heat, drought and salt stress [45], 22 *BdbZIP*s were fell into 13 of 22 modules (Additional file 1: Table S11), which illustrated certain *BdbZIP*s were significant in processes of stress tolerance. Previous studies had shown that when rice was treated with cold, the bZIP genes *OsbZIP14*, *65*, and *83* behaved down-regulated [60]. The expression patterns of these *OsbZIP*s were similar to their homologous *BdbZIP54*, *63*, and *80* respectively. Moreover, many evidences had proposed that excessive NaCl was toxic to plants, because NaCl caused cellular ion imbalances and hyperosmotic stress [61]. 

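BdbZIP54 (bradi3g02980, chromosome 3, 1901143 to 1902688 by Table S4) had a Ct of 31.53 in CK1, 28.20 after 1 h of cold and 29.97 after 6 h, which gave log2 changes of 0.84 and 1.12. BdbZIP63 (bradi3g22040, chromosome 3, 21143026 to 21145398) had a Ct of 25.65 in CK1, 21.39 after 1 h and 23.49 after 6 h, and log2 changes of 1.77 and 1.72. For BdbZIP80 (bradi4g26670, chromosome 4, 31762448 to 31767303) the Ct fell from 29.81 to 25.22 and 27.82, and the log2 changes were 2.10 and 1.55. Taking the mean of CK1, CK2 and CK3 as the control, the log2 changes were 1.63 and 1.91 for BdbZIP54, 0.26 and 0.21 for BdbZIP63, and 0.88 and 0.33 for BdbZIP80. The error of the wells alone has an SD of 0.96, and no change of a single gene was tested.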

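After 1 h of NaCl, 33 genes were at least 2-fold higher than in CK1 and 9 at most 0.5-fold. After 6 h, 7 genes were higher and 69 lower than in CK3. The median log2 change of NaCl 6 h was -2.02 against CK3 and 0.23 against CK1, a control chosen after the values were seen. After 6 h of PEG, 17 genes were higher and 24 lower than in CK1, with a median log2 change of -0.19. PEG 1 h was not used here.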

So, we also examined the expression profiles of *BdbZIP*s under NaCl and osmotic (PEG) tolerance (Additional file 5: Figure S4 and Additional file 1: Table S10). 

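BdbZIP30 (bradi2g10830, chromosome 2, 9048037 to 9053559 by Table S4) had a Ct of 27.46 after 1 h of NaCl and 26.40 in CK1, a log2 change of 0.50 once the rise of the BdGAPD Ct was subtracted. After 6 h its Ct was 24.82, and its log2 change was -1.94 against CK3 and 0.94 against CK1. BdbZIP41 (bradi2g45567, chromosome 2, 45971262 to 45974197) had log2 changes of 0.55 after 1 h, and after 6 h of -0.78 against CK3 and 0.90 against CK1. The error of the wells alone has an SD of 0.96, and no change of a single gene was tested. When the mean of CK1, CK2 and CK3 was the control, BdbZIP30 had -0.39 after 1 h and 0.05 after 6 h, and BdbZIP41 had -0.23 and 0.12. Without the reference gene, BdbZIP30 had -1.06 after 1 h and 0.88 after 6 h against CK3, and BdbZIP41 had -1.01 and 2.04. BdbZIP41 shares its primers with BdbZIP42, from which its log2 changes differed by a median of 1.03.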

In salt stress environment, the expressions of *BdbZIP30* and *BdbZIP41* were increased, which were very similar to their homologous *OsbZIP63* and *OsbZIP05* respectively [60].

### Heavy metal stresses

With the development of industry, heavy metals contaminations are well known serious problems. Phytoremediation technologies including hyperaccumulation and uptake widely used to remove heavy metal pollutants are particularly important. Significant progresses have been made in recent years in native plants or genetic modified plants for phytoremediation of pollutants.

Genes associated with heavy metal tolerance or accumulation were identified in green alga, poplar, and maize [62-67]. To gain further insight of the potential roles of *BdbZIP*s may play in phytoremediation, we examined their expression patterns under heavy metals of Zn, Mn, Cu, Cd, and Pb. A series of *BdbZIP*s sensitive to heavy metal were detected (Additional file 6: Figure S5). 

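Of the 96 genes, 42 were at least 2-fold higher and 87 at most 0.5-fold in at least 1 of the 10 heavy-metal samples. Over all genes and samples of this class, 12.9% of the values were at least 2-fold higher and 47.0% at most 0.5-fold. The median log2 change was 0.38 for Cu 6 h and -1.53 for Cu 24 h, -1.05 and -0.80 for Zn, -0.88 and -1.55 for Mn, -0.18 and 0.18 for Cd, and -1.13 and -1.86 for Pb. The Ct of BdGAPD rose by 3.16 from CK3 to Cd 6 h and fell by 1.94 from CK3 to Mn 24 h.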

Eighty percent of the *BdbZIP* genes were suppressed by heavy metal treatments (Additional file 6: Figure S5). 

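The mean log2 change over the 10 heavy-metal samples, against CK3, was below 0 for 75 of the 96 genes, or 78.1% (95% Wilson interval over genes 68.9 to 85.2%). For 44.8% of the genes the mean was at most 0.5-fold. With each metal left out in turn, the share stayed between 72.9% and 85.4%. CK3 is the control of this class alone apart from NaCl 6 h, and the share was 25.0% with the mean of CK1, CK2 and CK3 as the control and 16.7% with CK2. The lowest means were those of BdbZIP28 (-3.09), past the threshold in all 10 samples, and of BdbZIP64 (-2.99) and BdbZIP88 (-2.54), past it in 9. The means of these genes changed sign, to 0.92, 0.96 and 2.58, with the mean of the 3 controls. The mean Ct was late for BdbZIP28 (33.5) and BdbZIP64 (33.9), and in the heavy-metal columns of Figure 7 the row of BdbZIP28 carries the values measured for BdbZIP29.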

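Across the 96 genes, the mean log2 changes under Zn and Mn had a Pearson r of 0.59 (95% bootstrap interval 0.42 to 0.74) and a Spearman rho of 0.61, and 81 genes changed in the same direction. Among the 10 pairs of metals this r had rank 3, after Cd with Pb (0.72) and Cu with Zn (0.66), and the lowest r was 0.38. All metals share CK3, and with the mean of CK1, CK2 and CK3 as the control the r of Zn and Mn was 0.77. These correlations are across genes, which are not independent replicates.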

The expression patterns of the *BdbZIP* genes under Zn and Mn were similar (Additional file 6: Figure S5).

It was notable that after dealing with heavy metals, there existed a few of *BdbZIP*s with high expression levels. Those *BdbZIP* genes with specific expression under heavy metal treatments might be potential for application of phytoremediation.

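A mean at least 2-fold above CK3 over the heavy-metal samples was found for 8 genes, whose mean Ct had a median of 31.7 against 27.0 for all genes. Of the genes with the largest number of samples past 2-fold, BdbZIP60 had a mean log2 change of 2.92 (range 0.89 to 5.01), BdbZIP17 of 2.65 (-0.03 to 5.16) and BdbZIP62 of 1.46 (0.28 to 4.45). They were past 2-fold in 9, 9 and 8 of the 10 samples. Set against the mean of the 3 controls, the mean was 4.12 for BdbZIP60 and 1.99 for BdbZIP62, and that of BdbZIP17 changed sign to -1.58. BdbZIP60 was measured late, with a mean Ct of 36.5, BdbZIP17 at 31.1 and BdbZIP62 at 29.4.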

### Pytohormones’ treatments

Phytohormones act as endogenous messengers when plants go through stress. During responding to environmental stresses, phytohormones such as auxin, ABA, salicylic acid, gibberellic acid play key roles and coordinate various signal transduction pathways [68]. In plant treated with exogenous hormones, the genome-wide transcript profiles changed rapidly and transiently [69]. Complex networks of transcription factors regulation by phytohormones under abiotic stresses had been reported [68]. In this part, we treated *B. distachyon* seedlings with 4 types of phytohormones (SA, 6-BA, ABA, and MeJA) and investigated the *BdbZIP*s expression patterns. 

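Under the 4 phytohormones, the mean log2 change over the 8 samples was above 0 for 56 of the 96 genes, which is 58.3% (95% Wilson interval over genes 48.3 to 67.7%), and 15.6% of the genes had a mean at least 2-fold higher. The interval includes an even split. The share was 52.1% with CK1, 71.9% with CK2 and 15.6% with CK3 as the control of all 8 samples, and 18.8% without the reference gene.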

We found about 75% of *BdbZIP* genes were up-regulated upon these phytohormes treatments (Additional file 7: Figure S6). 

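Between SA and 6-BA, the mean log2 changes of the 96 genes had a Pearson r of 0.92 (95% bootstrap interval 0.87 to 0.96) and a Spearman rho of 0.92, the highest of the 6 pairs of phytohormones. In 84 genes the direction was the same. The r of the next pair, 6-BA with MeJA, was 0.40. SA and 6-BA share CK1. With the mean of the 3 controls as the control of all samples, which is then shared by every pair, the r was 0.91 and that of 6-BA with MeJA 0.83. With values centred per gene on the treated samples, which uses no control, the r of SA and 6-BA was 0.83.

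**Figure D2:**
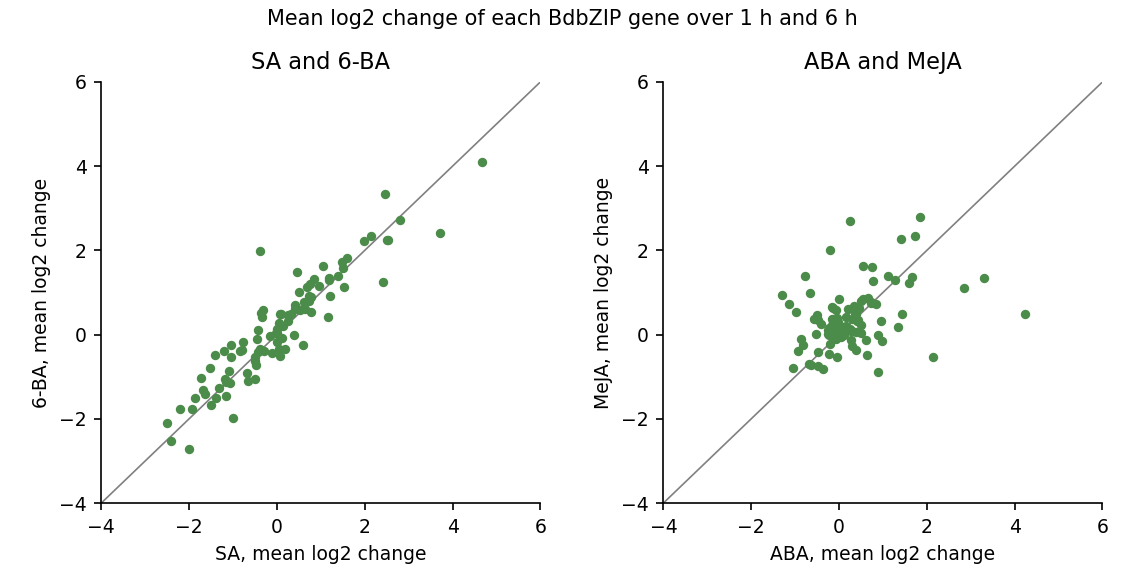
Mean log2 change (–ΔΔCT) of each of the 96 BdbZIP genes over 1 h and 6 h, for SA against 6-BA and for ABA against MeJA. Each point is 1 gene and the line marks equal values; the points follow it closely for SA and 6-BA (r of 0.92) and scatter around it for ABA and MeJA (r of 0.37).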

The expression profile of *BdbZIP* genes under SA and 6-BA treatments had similar expression patterns. The expression pattern of *BdbZIP* genes under ABA and MeJA were similar. 

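ABA and MeJA, which share the control CK2, had a Pearson r of 0.37 (95% bootstrap interval 0.17 to 0.56) and a Spearman rho of 0.36 across the genes, and 59 of the 96 genes changed in the same direction. By r this pair had rank 5 of 6, and by rho rank 3. The r of the pairs at ranks 2 to 6 lay between 0.34 and 0.40, within the interval of this pair, so their order is not resolved. Over the genes with a Ct below 35 in every sample the r was 0.11, and with the mean of the 3 controls as the control of all samples it was 0.71, at rank 4.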

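Past the 2-fold threshold in at least 1 of the 8 phytohormone samples were 78 of the 96 genes, 56 upwards and 42 downwards. BdbZIP50 was at least 2-fold higher in all 8 samples (mean log2 change 2.36, range 1.05 to 4.25), but it differed from BdbZIP51, amplified with the same primers. With the mean of the 3 controls, the mean of BdbZIP50 was 0.18. BdbZIP1 (mean 3.37) was past 2-fold in 7 samples and BdbZIP74 (mean 1.42) in 6. Downwards, BdbZIP52 (mean -1.40) was past the threshold in 6 samples, and BdbZIP29 (mean -1.57) and BdbZIP96 (mean -1.09) in 5. The median log2 change of all genes lay between -0.12 in SA 6 h and 0.35 in MeJA 1 h.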

Our findings showed that the expression patterns of *BdbZIP*s can be regulated by different phytohormones. So we proposed that stress tolerance of *B. distachyon* could be adjusted by applying different phytohormones.

## Conclusions

Ninety six bZIP genes were first identified from the new grass model plant *B.distachon*. The *BdbZIP* genes chromosomal localization with gene duplication and CpG density were analyzed. Phylogenic analysis of these genes with their counterpart species of rice and Arabidopsis were investigated. Further characterization of bZIP domain of these genes in terms of exon splicing of basic and hinge region and identification of dimerization groups were performed. Finally, genes expression profiling of all *BdbZIP* genes upon 14 different stress conditions in *B.distachon* were obtained.

Most of the *BdbZIP* genes were located in the regions with low CpG density in chromosomes. *BdbZIP* gene duplications were widespread throughout the *B. distachyon* genome. Evolutionary analyses suggested that *B. distachyon* and monocot species have the similar evolutionary patterns, which lies two points: (1) *B. distachyon* and other monocot species maintained the similar and high number of bZIP genes, and (2) Seventy-five percent of total *BdbZIP*s have homologous genes in rice. bZIP domain characterization in terms of exon splicing of basic and hinge region and dimerization patterns of leucine zipper exhibited more complex and diverse than those in *O. sativa* and *A. thalinana.* All BdbZIP domains were classified into 3 major dimerization groups, and those BdbZIPs forming homo-dimerization were clustered into the same expression clusters.

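For each treatment the log2 changes of its time points were averaged and the median over the 96 genes was taken. This median was -0.66 for Cu, -1.01 for Zn, -1.27 for Mn, -0.19 for Cd and -1.75 for Pb. It was -0.03 for cold, -0.39 for heat, -0.27 for H2O2, -0.19 for PEG and -0.74 for NaCl, and 0.04 for SA, 0.12 for 6-BA, 0.19 for ABA and 0.30 for MeJA. The 5 heavy metals were lower than the 9 other treatments by a mean difference of -0.87 (exact two-sided permutation test over treatments, p = 0.00400, Benjamini-Hochberg adjusted over 3 comparisons 0.0120). All 5 medians were below 0 under heavy metals, and so were all 5 under environmental factors, where that of NaCl rests on setting NaCl 6 h against CK3. The medians of NaCl were 0.62 at 1 h and, against CK1, 0.23 at 6 h. Against environmental factors alone the difference was -0.65 (exact permutation test, p = 0.0635, adjusted 0.0635), and with CK1 as the control of NaCl 6 h, a choice made after the values were seen, it was -0.89 (exact permutation test, p = 0.0238, not adjusted). With Cd left out, the difference from environmental factors was -0.85 (exact permutation test, p = 0.0238, not adjusted). With any other single metal left out, that p stayed above 0.05. Against phytohormones the difference was -1.14 (exact permutation test, p = 0.0159, adjusted 0.0238). Apart from NaCl 6 h, CK3 is the control of the heavy metals alone, so that class and control cannot be told apart here. Heavy metals were higher than the other treatments by 1.51 (exact permutation test, p = 0.0005, not adjusted) with the mean of CK1, CK2 and CK3 as the control of every sample. The direction that passed the threshold therefore depended on the control.

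**Figure D3:**
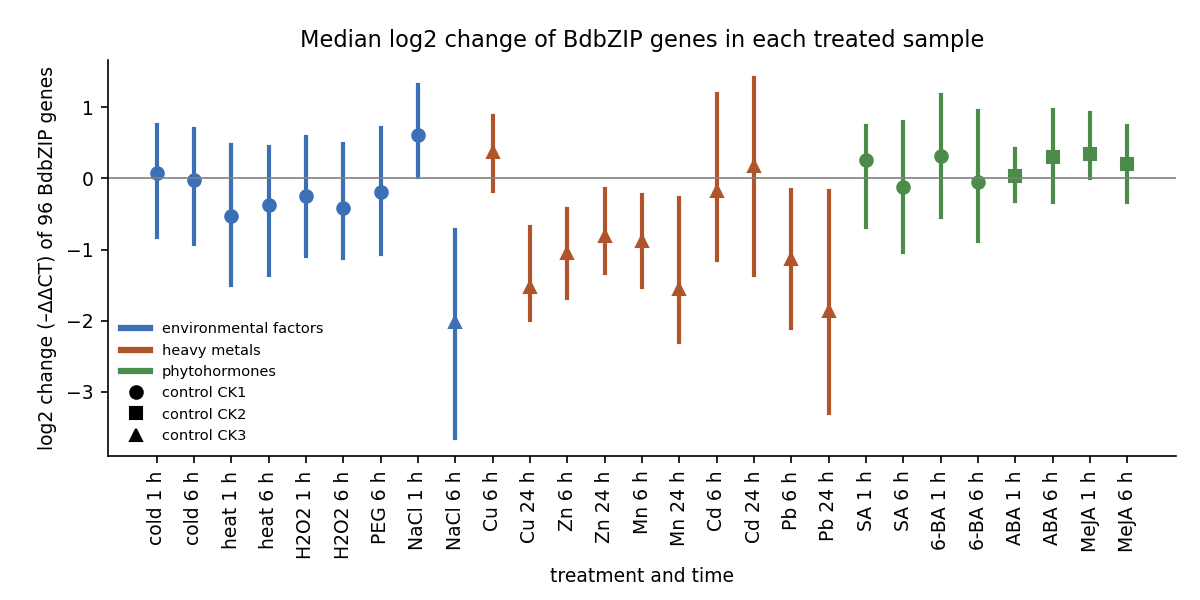
Median (symbol) and quartiles (bar) over 96 BdbZIP genes of the log2 change (–ΔΔCT) in each of the 27 treated samples, 1 sample per condition, coloured by class, with the symbol showing the control. NaCl 6 h, at -2.02, is the single environmental sample set against CK3.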

Multiple stresses expression profile showed that *BdbZIPs* exhibited significant expression patterns, and those *BdbZIP*s responding to heavy metal treatments showed opposite expression pattern to those of the treatments of environmental factors and phytohormones. Certain *BdbZIP*s with expression level of fold changes ≥2 up- and down-regulated upon multiple-stress treatments were screened.

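By fold change alone, all 96 genes were at least 2-fold higher or at most 0.5-fold in at least 1 of the 27 treated samples, 73 of them upwards and 94 downwards. Of all values, 17.5% were at least 2-fold higher and 31.9% at most 0.5-fold. No gene was past the same threshold in all 27 samples. In simulated data with an error SD of 0.96, the SD of the wells alone, 30.1% of the values of unchanged genes were past one of these thresholds, so part of the values counted here may lie there by measurement error. That SD includes BdbZIP50 and BdbZIP51, which differed by a median of 2.27, against 0.20 to 1.05 in the other same-primer pairs. The 30.1% therefore rests in part on that pair.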

Abiotic stresses are important research areas of investigating mechanisms associated with crops yields under stress conditions. Identification of novel *BdbZIP* genes associated with stress tolerance and development of some strategies to obtain stress-tolerant plants are our currently major topics or future researches. Determination of the up-regulated, down-regulated, or stress specific *BdbZIP* genes, and utilizing the *BdbZIP* genes to improve productivity of grass plants and cereal crops upon complicated stress environment are crucial and significant.

## Additional files

Additional file 1: Table S1. Treatment conditions. **Table S2.** The syntenic relationships of bZIPs in *B. distrachyon* , rice, and Arabidopsis. **Table S3.** Primers used in this study. **Table S4.** Identification of BdbZIP proteins and their related information. **Table S5.** CpG numbers in *B. distachyon* genome. **Table S6.** *BdbZIP*s, *OsbZIP*s and *AtbZIP*s used. **Table S7.** BdbZIP protein sequences. **Table S8.** Homologous bZIPs in rice and Arabidopsis. **Table S9.** Tissue specific expression datas. **Table S10.** Stress expression datas. **Table S11.** *BdbZIP*s in modules. Additional file 2: Figure S1. Intron patterns within the basic and hinge regions of *B. distachyon* bZIP domains. Additional file 3: Figure S2. The leucine zipper regions. BdbZIPs were classified as three major sub-families according to the predicted dimerization specificity. BdbZIPs in Sub-family I are homo-dimerization specific. BdbZIPs in Sub-family II are homo-hetero-dimerization, and BdbZIPs in sub-family III are hetero-dimerization specific. The leucine zipper regions are divided into heptads (gabcdef) from L0 to L9 to display the potential g↔ e' pairs. Based on the electrostatic charges at the g and e positions, the g↔e pairs were grouped into 4 types, which were displayed with 4 different colors: the frequency of the attractive basic-acidic pairs (+/−) was displayed with green color, attractive acidic-basic pairs (−/+) was displayed with blue color, repulsive acidic pairs (−/−) was displayed with purple color, and repulsive basic pairs (+/+) was displayed with pink color. If single amino acid at the positions e or g is charged, the residue is colored pink for basic amino acid and purple for acidic amino acid. If a or d position is polar, it is colored grey and if either is charged, it is colored orange. Asparagines at a position are colored red. The prolines and glycines are boxed to indicate a potential break in α-helix. The predicted C-terminal boundary is denoted by the symbol ●. Additional file 4: Figure S3. The additional conserved motifs of BdbZIP proteins predicted by MEME. Additional file 5: Figure S4. Exression profiles of BdbZIP genes differentially expressed under environmental factors (cold, heat, H_2_O_2_, PEG, NaCl). Additional file 6: Figure S5. Exression profiles of BdbZIP genes differentially expressed under heavy metal factors (Cu, Zn, Mn, Cd, Pb). Additional file 7: Figure S6. Exression profiles of BdbZIP genes differentially expressed under hytohormones (SA, 6-BA, ABA, MeJA).

# Supplementary material for: Genome-wide evolutionary characterization and analysis of bZIP transcription factors and their expression profiles in response to multiple abiotic stresses in Brachypodium distachyon
**Source:** BMC Genomics. 2015 Mar 22;16(1):227. doi: 10.1186/s12864-015-1457-9
**Supplement:** Additional file 1: Table S1. — Treatment conditions. Table S2. The syntenic relationships of bZIPs in B. distrachyon , rice, and Arabidopsis. Table S3. Primers used in this study. Table S4. Identification of BdbZIP proteins and their related information. Table S5. CpG numbers in B. distachyon genome. Table S6. BdbZIPs, OsbZIPs and AtbZIPs used. Table S7. BdbZIP protein sequences. Table S8. Homologous bZIPs in rice and Arabidopsis. Table S9. Tissue specific expression datas. Table S10. Stress expression datas. Table S11. BdbZIPs in modules.

## Additional table S1-S11

Table S1 Treatment conditions

Table S2 The syntenic relationships of bZIPs in *B. distrachyon*, rice, and Arabidopsis

Table S3 Primers used in this study

---

Table S4 Identification of BdbZIP proteins and their related information

Table S5 CpG numbers in *B. distachyon* genome

bdis1 4600001 4700000 4030  
bdis1 4700001 4800000 3835  
bdis1 4800001 4900000 4169  
bdis1 4900001 5000000 4258  
bdis1 5000001 5100000 4868  
bdis1 5100001 5200000 4534  
bdis1 5200001 5300000 4802  
bdis1 5300001 5400000 4228  
bdis1 5400001 5500000 4403  
bdis1 5500001 5600000 5016  
bdis1 5600001 5700000 3940  
bdis1 5700001 5800000 4962  
bdis1 5800001 5900000 3404  
bdis1 5900001 6000000 4769  
bdis1 6000001 6100000 4599  
bdis1 6100001 6200000 4501  
bdis1 6200001 6300000 3912  
bdis1 6300001 6400000 4238  
bdis1 6400001 6500000 5257  
bdis1 6500001 6600000 4686  
bdis1 6600001 6700000 4285  
bdis1 6700001 6800000 3743  
bdis1 6800001 6900000 4874  
bdis1 6900001 7000000 3611  
bdis1 7000001 7100000 4904  
bdis1 7100001 7200000 4491  
bdis1 7200001 7300000 4150  
bdis1 7300001 7400000 3527  
bdis1 7400001 7500000 4762  
bdis1 7500001 7600000 4046  
bdis1 7600001 7700000 4294  
bdis1 7700001 7800000 4215  
bdis1 7800001 7900000 5691  
bdis1 7900001 8000000 3734  
bdis1 8000001 8100000 4428  
bdis1 8100001 8200000 4875  
bdis1 8200001 8300000 4358  
bdis1 8300001 8400000 4082  
bdis1 8400001 8500000 4405  
bdis1 8500001 8600000 4014  
bdis1 8600001 8700000 4326  
bdis1 8700001 8800000 4523  
bdis1 8800001 8900000 4621  
bdis1 8900001 9000000 3959  
bdis1 9000001 9100000 4229  
bdis1 9100001 9200000 3745  
bdis1 9200001 9300000 4055  
bdis1 9300001 9400000 3500

bdis3 6000001 6100000 4331  
bdis3 6100001 6200000 3622  
bdis3 6200001 6300000 4699  
bdis3 6300001 6400000 4064  
bdis3 6400001 6500000 3635  
bdis3 6500001 6600000 3700  
bdis3 6600001 6700000 4274  
bdis3 6700001 6800000 3902  
bdis3 6800001 6900000 4308  
bdis3 6900001 7000000 3710  
bdis3 7000001 7100000 3465  
bdis3 7100001 7200000 4823  
bdis3 7200001 7300000 3738  
bdis3 7300001 7400000 4450  
bdis3 7400001 7500000 4650  
bdis3 7500001 7600000 4225  
bdis3 7600001 7700000 5143  
bdis3 7700001 7800000 4403  
bdis3 7800001 7900000 3594  
bdis3 7900001 8000000 4129  
bdis3 8000001 8100000 4161  
bdis3 8100001 8200000 3530  
bdis3 8200001 8300000 3200  
bdis3 8300001 8400000 5072  
bdis3 8400001 8500000 3052  
bdis3 8500001 8600000 4736  
bdis3 8600001 8700000 4019  
bdis3 8700001 8800000 3844  
bdis3 8800001 8900000 4497  
bdis3 8900001 9000000 4995  
bdis3 9000001 9100000 4447  
bdis3 9100001 9200000 3908  
bdis3 9200001 9300000 4436  
bdis3 9300001 9400000 5379  
bdis3 9400001 9500000 3385  
bdis3 9500001 9600000 2974  
bdis3 9600001 9700000 4498  
bdis3 9700001 9800000 3958  
bdis3 9800001 9900000 4251  
bdis3 9900001 10000000 4862  
bdis3 10000001 10100000 3827  
bdis3 10100001 10200000 5419  
bdis3 10200001 10300000 3895  
bdis3 10300001 10400000 5419  
bdis3 10400001 10500000 5786  
bdis3 10500001 10600000 5477  
bdis3 10600001 10700000 4442  
bdis3 10700001 10800000 5217

bdis1 9400001 9500000 3684  
bdis1 9500001 9600000 4205  
bdis1 9600001 9700000 4413  
bdis1 9700001 9800000 3904  
bdis1 9800001 9900000 4670  
bdis1 9900001 10000000 5144  
bdis1 10000001 10100000 4373  
bdis1 10100001 10200000 5135  
bdis1 10200001 10300000 3719  
bdis1 10300001 10400000 5158  
bdis1 10400001 10500000 4012  
bdis1 10500001 10600000 3482  
bdis1 10600001 10700000 5052  
bdis1 10700001 10800000 3431  
bdis1 10800001 10900000 5099  
bdis1 10900001 11000000 4637  
bdis1 11000001 11100000 3926  
bdis1 11100001 11200000 4270  
bdis1 11200001 11300000 4868  
bdis1 11300001 11400000 3512  
bdis1 11400001 11500000 3533  
bdis1 11500001 11600000 3535  
bdis1 11600001 11700000 4059  
bdis1 11700001 11800000 5524  
bdis1 11800001 11900000 4796  
bdis1 11900001 12000000 3474  
bdis1 12000001 12100000 3443  
bdis1 12100001 12200000 3703  
bdis1 12200001 12300000 3274  
bdis1 12300001 12400000 3563  
bdis1 12400001 12500000 4092  
bdis1 12500001 12600000 3949  
bdis1 12600001 12700000 5002  
bdis1 12700001 12800000 4140  
bdis1 12800001 12900000 4135  
bdis1 12900001 13000000 3816  
bdis1 13000001 13100000 4202  
bdis1 13100001 13200000 4858  
bdis1 13200001 13300000 6763  
bdis1 13300001 13400000 4707  
bdis1 13400001 13500000 4077  
bdis1 13500001 13600000 5584  
bdis1 13600001 13700000 4812  
bdis1 13700001 13800000 3862  
bdis1 13800001 13900000 4942  
bdis1 13900001 14000000 4800  
bdis1 14000001 14100000 6073  
bdis1 14100001 14200000 4202

bdis3 10800001 10900000 4491  
bdis3 10900001 11000000 6013  
bdis3 11000001 11100000 6093  
bdis3 11100001 11200000 5448  
bdis3 11200001 11300000 5056  
bdis3 11300001 11400000 4104  
bdis3 11400001 11500000 4058  
bdis3 11500001 11600000 3394  
bdis3 11600001 11700000 3974  
bdis3 11700001 11800000 3391  
bdis3 11800001 11900000 5810  
bdis3 11900001 12000000 4758  
bdis3 12000001 12100000 4568  
bdis3 12100001 12200000 3850  
bdis3 12200001 12300000 4946  
bdis3 12300001 12400000 4534  
bdis3 12400001 12500000 4198  
bdis3 12500001 12600000 4098  
bdis3 12600001 12700000 3996  
bdis3 12700001 12800000 4904  
bdis3 12800001 12900000 4245  
bdis3 12900001 13000000 5279  
bdis3 13000001 13100000 4172  
bdis3 13100001 13200000 3526  
bdis3 13200001 13300000 4517  
bdis3 13300001 13400000 4916  
bdis3 13400001 13500000 3537  
bdis3 13500001 13600000 4574  
bdis3 13600001 13700000 3324  
bdis3 13700001 13800000 3599  
bdis3 13800001 13900000 5355  
bdis3 13900001 14000000 4857  
bdis3 14000001 14100000 3726  
bdis3 14100001 14200000 4721  
bdis3 14200001 14300000 3975  
bdis3 14300001 14400000 3961  
bdis3 14400001 14500000 4537  
bdis3 14500001 14600000 4021  
bdis3 14600001 14700000 4119  
bdis3 14700001 14800000 3956  
bdis3 14800001 14900000 4459  
bdis3 14900001 15000000 3483  
bdis3 15000001 15100000 2894  
bdis3 15100001 15200000 3829  
bdis3 15200001 15300000 5154  
bdis3 15300001 15400000 4079  
bdis3 15400001 15500000 5018  
bdis3 15500001 15600000 5126

bdis1 14200001 14300000 4509  
bdis1 14300001 14400000 5587  
bdis1 14400001 14500000 4742  
bdis1 14500001 14600000 4249  
bdis1 14600001 14700000 4681  
bdis1 14700001 14800000 5242  
bdis1 14800001 14900000 3906  
bdis1 14900001 15000000 3794  
bdis1 15000001 15100000 3835  
bdis1 15100001 15200000 3452  
bdis1 15200001 15300000 4271  
bdis1 15300001 15400000 4672  
bdis1 15400001 15500000 4525  
bdis1 15500001 15600000 3868  
bdis1 15600001 15700000 5062  
bdis1 15700001 15800000 4022  
bdis1 15800001 15900000 5046  
bdis1 15900001 16000000 3664  
bdis1 16000001 16100000 4835  
bdis1 16100001 16200000 3896  
bdis1 16200001 16300000 5380  
bdis1 16300001 16400000 4551  
bdis1 16400001 16500000 4218  
bdis1 16500001 16600000 5529  
bdis1 16600001 16700000 4690  
bdis1 16700001 16800000 4488  
bdis1 16800001 16900000 6140  
bdis1 16900001 17000000 4298  
bdis1 17000001 17100000 4190  
bdis1 17100001 17200000 4235  
bdis1 17200001 17300000 4187  
bdis1 17300001 17400000 4329  
bdis1 17400001 17500000 3920  
bdis1 17500001 17600000 4452  
bdis1 17600001 17700000 5393  
bdis1 17700001 17800000 4851  
bdis1 17800001 17900000 5189  
bdis1 17900001 18000000 5856  
bdis1 18000001 18100000 3914  
bdis1 18100001 18200000 4151  
bdis1 18200001 18300000 5012  
bdis1 18300001 18400000 5250  
bdis1 18400001 18500000 5014  
bdis1 18500001 18600000 4755  
bdis1 18600001 18700000 5323  
bdis1 18700001 18800000 5319  
bdis1 18800001 18900000 4371  
bdis1 18900001 19000000 4906

bdis3 15600001 15700000 3841  
bdis3 15700001 15800000 4381  
bdis3 15800001 15900000 4158  
bdis3 15900001 16000000 4045  
bdis3 16000001 16100000 3907  
bdis3 16100001 16200000 4458  
bdis3 16200001 16300000 3783  
bdis3 16300001 16400000 5193  
bdis3 16400001 16500000 3867  
bdis3 16500001 16600000 5213  
bdis3 16600001 16700000 3817  
bdis3 16700001 16800000 4726  
bdis3 16800001 16900000 4654  
bdis3 16900001 17000000 4952  
bdis3 17000001 17100000 4436  
bdis3 17100001 17200000 3812  
bdis3 17200001 17300000 4488  
bdis3 17300001 17400000 3896  
bdis3 17400001 17500000 3961  
bdis3 17500001 17600000 3692  
bdis3 17600001 17700000 4163  
bdis3 17700001 17800000 4822  
bdis3 17800001 17900000 5703  
bdis3 17900001 18000000 4712  
bdis3 18000001 18100000 4314  
bdis3 18100001 18200000 3837  
bdis3 18200001 18300000 3615  
bdis3 18300001 18400000 4559  
bdis3 18400001 18500000 3901  
bdis3 18500001 18600000 5089  
bdis3 18600001 18700000 4311  
bdis3 18700001 18800000 3722  
bdis3 18800001 18900000 3917  
bdis3 18900001 19000000 3526  
bdis3 19000001 19100000 4151  
bdis3 19100001 19200000 4343  
bdis3 19200001 19300000 5016  
bdis3 19300001 19400000 2874  
bdis3 19400001 19500000 3267  
bdis3 19500001 19600000 3672  
bdis3 19600001 19700000 3829  
bdis3 19700001 19800000 4737  
bdis3 19800001 19900000 4151  
bdis3 19900001 20000000 5288  
bdis3 20000001 20100000 4069  
bdis3 20100001 20200000 5032  
bdis3 20200001 20300000 4607  
bdis3 20300001 20400000 3927

bdis1 19000001 19100000 4923  
bdis1 19100001 19200000 4618  
bdis1 19200001 19300000 4440  
bdis1 19300001 19400000 3720  
bdis1 19400001 19500000 4622  
bdis1 19500001 19600000 4869  
bdis1 19600001 19700000 5361  
bdis1 19700001 19800000 4692  
bdis1 19800001 19900000 3363  
bdis1 19900001 20000000 4208  
bdis1 20000001 20100000 5384  
bdis1 20100001 20200000 3848  
bdis1 20200001 20300000 4097  
bdis1 20300001 20400000 4338  
bdis1 20400001 20500000 4203  
bdis1 20500001 20600000 3998  
bdis1 20600001 20700000 4446  
bdis1 20700001 20800000 6031  
bdis1 20800001 20900000 4379  
bdis1 20900001 21000000 3907  
bdis1 21000001 21100000 4972  
bdis1 21100001 21200000 3914  
bdis1 21200001 21300000 4194  
bdis1 21300001 21400000 3647  
bdis1 21400001 21500000 4680  
bdis1 21500001 21600000 4082  
bdis1 21600001 21700000 3500  
bdis1 21700001 21800000 4803  
bdis1 21800001 21900000 5234  
bdis1 21900001 22000000 4919  
bdis1 22000001 22100000 3604  
bdis1 22100001 22200000 3728  
bdis1 22200001 22300000 3839  
bdis1 22300001 22400000 4330  
bdis1 22400001 22500000 4269  
bdis1 22500001 22600000 5350  
bdis1 22600001 22700000 5778  
bdis1 22700001 22800000 5714  
bdis1 22800001 22900000 3380  
bdis1 22900001 23000000 5623  
bdis1 23000001 23100000 4291  
bdis1 23100001 23200000 3918  
bdis1 23200001 23300000 3828  
bdis1 23300001 23400000 3773  
bdis1 23400001 23500000 4753  
bdis1 23500001 23600000 4573  
bdis1 23600001 23700000 3578  
bdis1 23700001 23800000 6070

bdis3 20400001 20500000 4415  
bdis3 20500001 20600000 3872  
bdis3 20600001 20700000 3978  
bdis3 20700001 20800000 4725  
bdis3 20800001 20900000 5570  
bdis3 20900001 21000000 4015  
bdis3 21000001 21100000 4149  
bdis3 21100001 21200000 5331  
bdis3 21200001 21300000 4097  
bdis3 21300001 21400000 3161  
bdis3 21400001 21500000 3268  
bdis3 21500001 21600000 5348  
bdis3 21600001 21700000 4387  
bdis3 21700001 21800000 4574  
bdis3 21800001 21900000 3461  
bdis3 21900001 22000000 4555  
bdis3 22000001 22100000 3497  
bdis3 22100001 22200000 4652  
bdis3 22200001 22300000 4889  
bdis3 22300001 22400000 5239  
bdis3 22400001 22500000 5408  
bdis3 22500001 22600000 4798  
bdis3 22600001 22700000 3791  
bdis3 22700001 22800000 3920  
bdis3 22800001 22900000 5407  
bdis3 22900001 23000000 4248  
bdis3 23000001 23100000 5203  
bdis3 23100001 23200000 5886  
bdis3 23200001 23300000 4355  
bdis3 23300001 23400000 5038  
bdis3 23400001 23500000 5031  
bdis3 23500001 23600000 6608  
bdis3 23600001 23700000 5496  
bdis3 23700001 23800000 5112  
bdis3 23800001 23900000 5238  
bdis3 23900001 24000000 5774  
bdis3 24000001 24100000 6622  
bdis3 24100001 24200000 4885  
bdis3 24200001 24300000 3776  
bdis3 24300001 24400000 4654  
bdis3 24400001 24500000 5391  
bdis3 24500001 24600000 3887  
bdis3 24600001 24700000 6348  
bdis3 24700001 24800000 5599  
bdis3 24800001 24900000 6400  
bdis3 24900001 25000000 5223  
bdis3 25000001 25100000 4308  
bdis3 25100001 25200000 3485

bdis1 23800001 23900000 3161  
bdis1 23900001 24000000 3512  
bdis1 24000001 24100000 4102  
bdis1 24100001 24200000 3872  
bdis1 24200001 24300000 3542  
bdis1 24300001 24400000 3224  
bdis1 24400001 24500000 4728  
bdis1 24500001 24600000 3969  
bdis1 24600001 24700000 4442  
bdis1 24700001 24800000 3398  
bdis1 24800001 24900000 4748  
bdis1 24900001 25000000 4615  
bdis1 25000001 25100000 3810  
bdis1 25100001 25200000 3325  
bdis1 25200001 25300000 4572  
bdis1 25300001 25400000 4148  
bdis1 25400001 25500000 3554  
bdis1 25500001 25600000 5271  
bdis1 25600001 25700000 4763  
bdis1 25700001 25800000 4106  
bdis1 25800001 25900000 3457  
bdis1 25900001 26000000 4031  
bdis1 26000001 26100000 4690  
bdis1 26100001 26200000 4666  
bdis1 26200001 26300000 4318  
bdis1 26300001 26400000 5646  
bdis1 26400001 26500000 4518  
bdis1 26500001 26600000 4664  
bdis1 26600001 26700000 5227  
bdis1 26700001 26800000 5189  
bdis1 26800001 26900000 4233  
bdis1 26900001 27000000 4362  
bdis1 27000001 27100000 4812  
bdis1 27100001 27200000 4329  
bdis1 27200001 27300000 4952  
bdis1 27300001 27400000 3753  
bdis1 27400001 27500000 4800  
bdis1 27500001 27600000 4761  
bdis1 27600001 27700000 3517  
bdis1 27700001 27800000 4656  
bdis1 27800001 27900000 4163  
bdis1 27900001 28000000 4080  
bdis1 28000001 28100000 4328  
bdis1 28100001 28200000 4101  
bdis1 28200001 28300000 4289  
bdis1 28300001 28400000 4991  
bdis1 28400001 28500000 4382  
bdis1 28500001 28600000 3774

bdis3 25200001 25300000 4799  
bdis3 25300001 25400000 2808  
bdis3 25400001 25500000 3532  
bdis3 25500001 25600000 4861  
bdis3 25600001 25700000 5046  
bdis3 25700001 25800000 4379  
bdis3 25800001 25900000 4208  
bdis3 25900001 26000000 4599  
bdis3 26000001 26100000 6301  
bdis3 26100001 26200000 4720  
bdis3 26200001 26300000 4004  
bdis3 26300001 26400000 4333  
bdis3 26400001 26500000 4206  
bdis3 26500001 26600000 5405  
bdis3 26600001 26700000 5837  
bdis3 26700001 26800000 5373  
bdis3 26800001 26900000 5725  
bdis3 26900001 27000000 5224  
bdis3 27000001 27100000 4166  
bdis3 27100001 27200000 5850  
bdis3 27200001 27300000 5290  
bdis3 27300001 27400000 4276  
bdis3 27400001 27500000 4205  
bdis3 27500001 27600000 4954  
bdis3 27600001 27700000 3753  
bdis3 27700001 27800000 6320  
bdis3 27800001 27900000 4516  
bdis3 27900001 28000000 5311  
bdis3 28000001 28100000 4767  
bdis3 28100001 28200000 4992  
bdis3 28200001 28300000 4622  
bdis3 28300001 28400000 5294  
bdis3 28400001 28500000 5759  
bdis3 28500001 28600000 3904  
bdis3 28600001 28700000 4501  
bdis3 28700001 28800000 3520  
bdis3 28800001 28900000 4882  
bdis3 28900001 29000000 4202  
bdis3 29000001 29100000 3542  
bdis3 29100001 29200000 4699  
bdis3 29200001 29300000 5453  
bdis3 29300001 29400000 5184  
bdis3 29400001 29500000 4110  
bdis3 29500001 29600000 4340  
bdis3 29600001 29700000 5606  
bdis3 29700001 29800000 4080  
bdis3 29800001 29900000 4612  
bdis3 29900001 30000000 4600

bdis1 28600001 28700000 3825  
bdis1 28700001 28800000 4604  
bdis1 28800001 28900000 4598  
bdis1 28900001 29000000 3525  
bdis1 29000001 29100000 4865  
bdis1 29100001 29200000 5115  
bdis1 29200001 29300000 5133  
bdis1 29300001 29400000 5188  
bdis1 29400001 29500000 6420  
bdis1 29500001 29600000 4776  
bdis1 29600001 29700000 3472  
bdis1 29700001 29800000 3902  
bdis1 29800001 29900000 3635  
bdis1 29900001 30000000 4084  
bdis1 30000001 30100000 4828  
bdis1 30100001 30200000 4293  
bdis1 30200001 30300000 5336  
bdis1 30300001 30400000 4085  
bdis1 30400001 30500000 4599  
bdis1 30500001 30600000 4354  
bdis1 30600001 30700000 4098  
bdis1 30700001 30800000 4455  
bdis1 30800001 30900000 5642  
bdis1 30900001 31000000 4577  
bdis1 31000001 31100000 5824  
bdis1 31100001 31200000 4241  
bdis1 31200001 31300000 4147  
bdis1 31300001 31400000 3653  
bdis1 31400001 31500000 3720  
bdis1 31500001 31600000 3669  
bdis1 31600001 31700000 5108  
bdis1 31700001 31800000 6031  
bdis1 31800001 31900000 4232  
bdis1 31900001 32000000 4465  
bdis1 32000001 32100000 4062  
bdis1 32100001 32200000 4005  
bdis1 32200001 32300000 4200  
bdis1 32300001 32400000 4738  
bdis1 32400001 32500000 5719  
bdis1 32500001 32600000 4015  
bdis1 32600001 32700000 4184  
bdis1 32700001 32800000 4913  
bdis1 32800001 32900000 4904  
bdis1 32900001 33000000 4161  
bdis1 33000001 33100000 3901  
bdis1 33100001 33200000 4375  
bdis1 33200001 33300000 3834  
bdis1 33300001 33400000 3987

bdis3 30000001 30100000 3699  
bdis3 30100001 30200000 5647  
bdis3 30200001 30300000 4284  
bdis3 30300001 30400000 5089  
bdis3 30400001 30500000 4806  
bdis3 30500001 30600000 4336  
bdis3 30600001 30700000 4633  
bdis3 30700001 30800000 5777  
bdis3 30800001 30900000 6030  
bdis3 30900001 31000000 4288  
bdis3 31000001 31100000 4480  
bdis3 31100001 31200000 4304  
bdis3 31200001 31300000 4375  
bdis3 31300001 31400000 4277  
bdis3 31400001 31500000 4339  
bdis3 31500001 31600000 5828  
bdis3 31600001 31700000 3810  
bdis3 31700001 31800000 4506  
bdis3 31800001 31900000 3299  
bdis3 31900001 32000000 3799  
bdis3 32000001 32100000 5501  
bdis3 32100001 32200000 4071  
bdis3 32200001 32300000 4843  
bdis3 32300001 32400000 4838  
bdis3 32400001 32500000 5418  
bdis3 32500001 32600000 4775  
bdis3 32600001 32700000 4305  
bdis3 32700001 32800000 4255  
bdis3 32800001 32900000 3837  
bdis3 32900001 33000000 4426  
bdis3 33000001 33100000 5540  
bdis3 33100001 33200000 5404  
bdis3 33200001 33300000 5651  
bdis3 33300001 33400000 6412  
bdis3 33400001 33500000 5428  
bdis3 33500001 33600000 5186  
bdis3 33600001 33700000 5030  
bdis3 33700001 33800000 5716  
bdis3 33800001 33900000 5396  
bdis3 33900001 34000000 5018  
bdis3 34000001 34100000 5572  
bdis3 34100001 34200000 5809  
bdis3 34200001 34300000 6004  
bdis3 34300001 34400000 5017  
bdis3 34400001 34500000 4557  
bdis3 34500001 34600000 4314  
bdis3 34600001 34700000 5596  
bdis3 34700001 34800000 4309

bdis1 33400001 33500000 4210  
bdis1 33500001 33600000 3891  
bdis1 33600001 33700000 3310  
bdis1 33700001 33800000 4169  
bdis1 33800001 33900000 3827  
bdis1 33900001 34000000 4080  
bdis1 34000001 34100000 4487  
bdis1 34100001 34200000 4544  
bdis1 34200001 34300000 4808  
bdis1 34300001 34400000 3625  
bdis1 34400001 34500000 3962  
bdis1 34500001 34600000 6535  
bdis1 34600001 34700000 4353  
bdis1 34700001 34800000 5067  
bdis1 34800001 34900000 5540  
bdis1 34900001 35000000 4363  
bdis1 35000001 35100000 4500  
bdis1 35100001 35200000 5904  
bdis1 35200001 35300000 5399  
bdis1 35300001 35400000 6121  
bdis1 35400001 35500000 4984  
bdis1 35500001 35600000 5408  
bdis1 35600001 35700000 4061  
bdis1 35700001 35800000 3527  
bdis1 35800001 35900000 2798  
bdis1 35900001 36000000 2826  
bdis1 36000001 36100000 6202  
bdis1 36100001 36200000 5052  
bdis1 36200001 36300000 6000  
bdis1 36300001 36400000 7309  
bdis1 36400001 36500000 6805  
bdis1 36500001 36600000 5873  
bdis1 36600001 36700000 4770  
bdis1 36700001 36800000 5627  
bdis1 36800001 36900000 6361  
bdis1 36900001 37000000 6322  
bdis1 37000001 37100000 5156  
bdis1 37100001 37200000 5444  
bdis1 37200001 37300000 6813  
bdis1 37300001 37400000 4879  
bdis1 37400001 37500000 5060  
bdis1 37500001 37600000 4701  
bdis1 37600001 37700000 6049  
bdis1 37700001 37800000 4415  
bdis1 37800001 37900000 4470  
bdis1 37900001 38000000 4475  
bdis1 38000001 38100000 4705  
bdis1 38100001 38200000 4143

bdis3 34800001 34900000 5801  
bdis3 34900001 35000000 5123  
bdis3 35000001 35100000 3959  
bdis3 35100001 35200000 4843  
bdis3 35200001 35300000 4760  
bdis3 35300001 35400000 5550  
bdis3 35400001 35500000 4600  
bdis3 35500001 35600000 4780  
bdis3 35600001 35700000 4317  
bdis3 35700001 35800000 4443  
bdis3 35800001 35900000 3752  
bdis3 35900001 36000000 4679  
bdis3 36000001 36100000 3468  
bdis3 36100001 36200000 4290  
bdis3 36200001 36300000 4913  
bdis3 36300001 36400000 3712  
bdis3 36400001 36500000 4710  
bdis3 36500001 36600000 4622  
bdis3 36600001 36700000 4896  
bdis3 36700001 36800000 3866  
bdis3 36800001 36900000 3541  
bdis3 36900001 37000000 3164  
bdis3 37000001 37100000 3779  
bdis3 37100001 37200000 3494  
bdis3 37200001 37300000 4038  
bdis3 37300001 37400000 3888  
bdis3 37400001 37500000 4200  
bdis3 37500001 37600000 3826  
bdis3 37600001 37700000 5188  
bdis3 37700001 37800000 4897  
bdis3 37800001 37900000 5337  
bdis3 37900001 38000000 5007  
bdis3 38000001 38100000 4410  
bdis3 38100001 38200000 4705  
bdis3 38200001 38300000 4758  
bdis3 38300001 38400000 5347  
bdis3 38400001 38500000 4026  
bdis3 38500001 38600000 6551  
bdis3 38600001 38700000 4101  
bdis3 38700001 38800000 3896  
bdis3 38800001 38900000 5320  
bdis3 38900001 39000000 4134  
bdis3 39000001 39100000 4406  
bdis3 39100001 39200000 4576  
bdis3 39200001 39300000 4265  
bdis3 39300001 39400000 4229  
bdis3 39400001 39500000 5340  
bdis3 39500001 39600000 5451

bdis1 38200001 38300000 4893  
bdis1 38300001 38400000 4985  
bdis1 38400001 38500000 4409  
bdis1 38500001 38600000 5106  
bdis1 38600001 38700000 3644  
bdis1 38700001 38800000 3708  
bdis1 38800001 38900000 5034  
bdis1 38900001 39000000 6550  
bdis1 39000001 39100000 5216  
bdis1 39100001 39200000 5894  
bdis1 39200001 39300000 4089  
bdis1 39300001 39400000 3271  
bdis1 39400001 39500000 4504  
bdis1 39500001 39600000 5107  
bdis1 39600001 39700000 5619  
bdis1 39700001 39800000 4483  
bdis1 39800001 39900000 5173  
bdis1 39900001 40000000 4270  
bdis1 40000001 40100000 3421  
bdis1 40100001 40200000 3485  
bdis1 40200001 40300000 5085  
bdis1 40300001 40400000 4185  
bdis1 40400001 40500000 3815  
bdis1 40500001 40600000 5367  
bdis1 40600001 40700000 4008  
bdis1 40700001 40800000 5016  
bdis1 40800001 40900000 3181  
bdis1 40900001 41000000 4817  
bdis1 41000001 41100000 4047  
bdis1 41100001 41200000 5495  
bdis1 41200001 41300000 4491  
bdis1 41300001 41400000 4113  
bdis1 41400001 41500000 3390  
bdis1 41500001 41600000 4811  
bdis1 41600001 41700000 3551  
bdis1 41700001 41800000 5345  
bdis1 41800001 41900000 5108  
bdis1 41900001 42000000 5810  
bdis1 42000001 42100000 6217  
bdis1 42100001 42200000 4295  
bdis1 42200001 42300000 3472  
bdis1 42300001 42400000 4918  
bdis1 42400001 42500000 4474  
bdis1 42500001 42600000 4526  
bdis1 42600001 42700000 3740  
bdis1 42700001 42800000 3801  
bdis1 42800001 42900000 4263  
bdis1 42900001 43000000 4853

bdis3 39600001 39700000 5119  
bdis3 39700001 39800000 6210  
bdis3 39800001 39900000 6153  
bdis3 39900001 40000000 5006  
bdis3 40000001 40100000 4542  
bdis3 40100001 40200000 5428  
bdis3 40200001 40300000 5073  
bdis3 40300001 40400000 4734  
bdis3 40400001 40500000 5534  
bdis3 40500001 40600000 5799  
bdis3 40600001 40700000 4238  
bdis3 40700001 40800000 5639  
bdis3 40800001 40900000 4746  
bdis3 40900001 41000000 4648  
bdis3 41000001 41100000 5062  
bdis3 41100001 41200000 4192  
bdis3 41200001 41300000 4367  
bdis3 41300001 41400000 4739  
bdis3 41400001 41500000 5047  
bdis3 41500001 41600000 4644  
bdis3 41600001 41700000 3994  
bdis3 41700001 41800000 3687  
bdis3 41800001 41900000 3995  
bdis3 41900001 42000000 5466  
bdis3 42000001 42100000 4747  
bdis3 42100001 42200000 5470  
bdis3 42200001 42300000 4851  
bdis3 42300001 42400000 4355  
bdis3 42400001 42500000 4896  
bdis3 42500001 42600000 4610  
bdis3 42600001 42700000 3838  
bdis3 42700001 42800000 4815  
bdis3 42800001 42900000 5065  
bdis3 42900001 43000000 4341  
bdis3 43000001 43100000 4352  
bdis3 43100001 43200000 4574  
bdis3 43200001 43300000 4160  
bdis3 43300001 43400000 3895  
bdis3 43400001 43500000 4138  
bdis3 43500001 43600000 3787  
bdis3 43600001 43700000 4844  
bdis3 43700001 43800000 4662  
bdis3 43800001 43900000 5170  
bdis3 43900001 44000000 4010  
bdis3 44000001 44100000 3860  
bdis3 44100001 44200000 3702  
bdis3 44200001 44300000 3862  
bdis3 44300001 44400000 5341

bdis1 43000001 43100000 4626  
bdis1 43100001 43200000 5049  
bdis1 43200001 43300000 4272  
bdis1 43300001 43400000 4273  
bdis1 43400001 43500000 4424  
bdis1 43500001 43600000 3799  
bdis1 43600001 43700000 3996  
bdis1 43700001 43800000 5002  
bdis1 43800001 43900000 5091  
bdis1 43900001 44000000 4102  
bdis1 44000001 44100000 4414  
bdis1 44100001 44200000 4254  
bdis1 44200001 44300000 5051  
bdis1 44300001 44400000 5377  
bdis1 44400001 44500000 5613  
bdis1 44500001 44600000 5856  
bdis1 44600001 44700000 6000  
bdis1 44700001 44800000 4465  
bdis1 44800001 44900000 4093  
bdis1 44900001 45000000 4367  
bdis1 45000001 45100000 4155  
bdis1 45100001 45200000 4675  
bdis1 45200001 45300000 3261  
bdis1 45300001 45400000 4521  
bdis1 45400001 45500000 3835  
bdis1 45500001 45600000 4972  
bdis1 45600001 45700000 4465  
bdis1 45700001 45800000 5855  
bdis1 45800001 45900000 4424  
bdis1 45900001 46000000 5599  
bdis1 46000001 46100000 4080  
bdis1 46100001 46200000 6078  
bdis1 46200001 46300000 4385  
bdis1 46300001 46400000 4937  
bdis1 46400001 46500000 4172  
bdis1 46500001 46600000 4456  
bdis1 46600001 46700000 3924  
bdis1 46700001 46800000 4385  
bdis1 46800001 46900000 4312  
bdis1 46900001 47000000 5015  
bdis1 47000001 47100000 4391  
bdis1 47100001 47200000 4496  
bdis1 47200001 47300000 3964  
bdis1 47300001 47400000 4708  
bdis1 47400001 47500000 3993  
bdis1 47500001 47600000 6016  
bdis1 47600001 47700000 5086  
bdis1 47700001 47800000 5613

bdis3 44400001 44500000 4442  
bdis3 44500001 44600000 3836  
bdis3 44600001 44700000 2759  
bdis3 44700001 44800000 3839  
bdis3 44800001 44900000 3828  
bdis3 44900001 45000000 4230  
bdis3 45000001 45100000 4412  
bdis3 45100001 45200000 4079  
bdis3 45200001 45300000 4630  
bdis3 45300001 45400000 4508  
bdis3 45400001 45500000 3843  
bdis3 45500001 45600000 4403  
bdis3 45600001 45700000 4378  
bdis3 45700001 45800000 5682  
bdis3 45800001 45900000 4354  
bdis3 45900001 46000000 3743  
bdis3 46000001 46100000 3525  
bdis3 46100001 46200000 4269  
bdis3 46200001 46300000 4460  
bdis3 46300001 46400000 4020  
bdis3 46400001 46500000 4892  
bdis3 46500001 46600000 3765  
bdis3 46600001 46700000 4171  
bdis3 46700001 46800000 4373  
bdis3 46800001 46900000 4546  
bdis3 46900001 47000000 4805  
bdis3 47000001 47100000 4697  
bdis3 47100001 47200000 4187  
bdis3 47200001 47300000 5552  
bdis3 47300001 47400000 4421  
bdis3 47400001 47500000 4461  
bdis3 47500001 47600000 3335  
bdis3 47600001 47700000 3480  
bdis3 47700001 47800000 3579  
bdis3 47800001 47900000 4249  
bdis3 47900001 48000000 5222  
bdis3 48000001 48100000 4941  
bdis3 48100001 48200000 3819  
bdis3 48200001 48300000 5339  
bdis3 48300001 48400000 4201  
bdis3 48400001 48500000 4518  
bdis3 48500001 48600000 4329  
bdis3 48600001 48700000 3348  
bdis3 48700001 48800000 4501  
bdis3 48800001 48900000 4036  
bdis3 48900001 49000000 3634  
bdis3 49000001 49100000 3600  
bdis3 49100001 49200000 4347

bdis1 47800001 47900000 4502  
bdis1 47900001 48000000 4224  
bdis1 48000001 48100000 4416  
bdis1 48100001 48200000 5537  
bdis1 48200001 48300000 4117  
bdis1 48300001 48400000 4257  
bdis1 48400001 48500000 5641  
bdis1 48500001 48600000 4583  
bdis1 48600001 48700000 4464  
bdis1 48700001 48800000 5025  
bdis1 48800001 48900000 3973  
bdis1 48900001 49000000 3237  
bdis1 49000001 49100000 5340  
bdis1 49100001 49200000 3903  
bdis1 49200001 49300000 4931  
bdis1 49300001 49400000 4572  
bdis1 49400001 49500000 3691  
bdis1 49500001 49600000 4180  
bdis1 49600001 49700000 3770  
bdis1 49700001 49800000 4413  
bdis1 49800001 49900000 4787  
bdis1 49900001 50000000 3289  
bdis1 50000001 50100000 3767  
bdis1 50100001 50200000 4173  
bdis1 50200001 50300000 3252  
bdis1 50300001 50400000 4621  
bdis1 50400001 50500000 4420  
bdis1 50500001 50600000 4062  
bdis1 50600001 50700000 3637  
bdis1 50700001 50800000 4028  
bdis1 50800001 50900000 3964  
bdis1 50900001 51000000 3187  
bdis1 51000001 51100000 2971  
bdis1 51100001 51200000 4376  
bdis1 51200001 51300000 4951  
bdis1 51300001 51400000 5319  
bdis1 51400001 51500000 2909  
bdis1 51500001 51600000 4031  
bdis1 51600001 51700000 4901  
bdis1 51700001 51800000 3649  
bdis1 51800001 51900000 4338  
bdis1 51900001 52000000 5542  
bdis1 52000001 52100000 4231  
bdis1 52100001 52200000 4234  
bdis1 52200001 52300000 4464  
bdis1 52300001 52400000 3749  
bdis1 52400001 52500000 5069  
bdis1 52500001 52600000 3877

bdis3 49200001 49300000 4435  
bdis3 49300001 49400000 3495  
bdis3 49400001 49500000 4464  
bdis3 49500001 49600000 4076  
bdis3 49600001 49700000 4360  
bdis3 49700001 49800000 4792  
bdis3 49800001 49900000 4060  
bdis3 49900001 50000000 3935  
bdis3 50000001 50100000 4391  
bdis3 50100001 50200000 3493  
bdis3 50200001 50300000 4342  
bdis3 50300001 50400000 3872  
bdis3 50400001 50500000 4435  
bdis3 50500001 50600000 4680  
bdis3 50600001 50700000 4074  
bdis3 50700001 50800000 4106  
bdis3 50800001 50900000 3818  
bdis3 50900001 51000000 4631  
bdis3 51000001 51100000 4538  
bdis3 51100001 51200000 4498  
bdis3 51200001 51300000 4673  
bdis3 51300001 51400000 5263  
bdis3 51400001 51500000 4104  
bdis3 51500001 51600000 4631  
bdis3 51600001 51700000 4627  
bdis3 51700001 51800000 4852  
bdis3 51800001 51900000 5443  
bdis3 51900001 52000000 3373  
bdis3 52000001 52100000 4238  
bdis3 52100001 52200000 4519  
bdis3 52200001 52300000 4752  
bdis3 52300001 52400000 3854  
bdis3 52400001 52500000 4471  
bdis3 52500001 52600000 4209  
bdis3 52600001 52700000 4706  
bdis3 52700001 52800000 4908  
bdis3 52800001 52900000 4527  
bdis3 52900001 53000000 4807  
bdis3 53000001 53100000 4718  
bdis3 53100001 53200000 4567  
bdis3 53200001 53300000 4192  
bdis3 53300001 53400000 4679  
bdis3 53400001 53500000 4383  
bdis3 53500001 53600000 4301  
bdis3 53600001 53700000 3483  
bdis3 53700001 53800000 4027  
bdis3 53800001 53900000 4551  
bdis3 53900001 54000000 4374

bdis1 52600001 52700000 4230  
bdis1 52700001 52800000 3145  
bdis1 52800001 52900000 3844  
bdis1 52900001 53000000 3650  
bdis1 53000001 53100000 4659  
bdis1 53100001 53200000 4319  
bdis1 53200001 53300000 3514  
bdis1 53300001 53400000 4263  
bdis1 53400001 53500000 3564  
bdis1 53500001 53600000 3633  
bdis1 53600001 53700000 3559  
bdis1 53700001 53800000 3428  
bdis1 53800001 53900000 4217  
bdis1 53900001 54000000 4050  
bdis1 54000001 54100000 3909  
bdis1 54100001 54200000 3953  
bdis1 54200001 54300000 4214  
bdis1 54300001 54400000 4606  
bdis1 54400001 54500000 4719  
bdis1 54500001 54600000 4249  
bdis1 54600001 54700000 5380  
bdis1 54700001 54800000 4190  
bdis1 54800001 54900000 4674  
bdis1 54900001 55000000 5025  
bdis1 55000001 55100000 5747  
bdis1 55100001 55200000 4446  
bdis1 55200001 55300000 4466  
bdis1 55300001 55400000 3775  
bdis1 55400001 55500000 4979  
bdis1 55500001 55600000 4352  
bdis1 55600001 55700000 4219  
bdis1 55700001 55800000 3609  
bdis1 55800001 55900000 4477  
bdis1 55900001 56000000 3924  
bdis1 56000001 56100000 4442  
bdis1 56100001 56200000 3621  
bdis1 56200001 56300000 4009  
bdis1 56300001 56400000 4120  
bdis1 56400001 56500000 2978  
bdis1 56500001 56600000 4924  
bdis1 56600001 56700000 4245  
bdis1 56700001 56800000 4687  
bdis1 56800001 56900000 4111  
bdis1 56900001 57000000 4286  
bdis1 57000001 57100000 4657  
bdis1 57100001 57200000 3486  
bdis1 57200001 57300000 4125  
bdis1 57300001 57400000 4888

bdis3 54000001 54100000 4059  
bdis3 54100001 54200000 5003  
bdis3 54200001 54300000 4078  
bdis3 54300001 54400000 5090  
bdis3 54400001 54500000 3756  
bdis3 54500001 54600000 4402  
bdis3 54600001 54700000 5107  
bdis3 54700001 54800000 4476  
bdis3 54800001 54900000 3518  
bdis3 54900001 55000000 3596  
bdis3 55000001 55100000 5130  
bdis3 55100001 55200000 4491  
bdis3 55200001 55300000 4993  
bdis3 55300001 55400000 4499  
bdis3 55400001 55500000 3720  
bdis3 55500001 55600000 3789  
bdis3 55600001 55700000 3774  
bdis3 55700001 55800000 4528  
bdis3 55800001 55900000 4436  
bdis3 55900001 56000000 4264  
bdis3 56000001 56100000 4962  
bdis3 56100001 56200000 4151  
bdis3 56200001 56300000 3974  
bdis3 56300001 56400000 4433  
bdis3 56400001 56500000 4384  
bdis3 56500001 56600000 5071  
bdis3 56600001 56700000 4245  
bdis3 56700001 56800000 3989  
bdis3 56800001 56900000 3747  
bdis3 56900001 57000000 4605  
bdis3 57000001 57100000 4960  
bdis3 57100001 57200000 4885  
bdis3 57200001 57300000 4405  
bdis3 57300001 57400000 4436  
bdis3 57400001 57500000 5272  
bdis3 57500001 57600000 4889  
bdis3 57600001 57700000 4516  
bdis3 57700001 57800000 5558  
bdis3 57800001 57900000 6431  
bdis3 57900001 58000000 6491  
bdis3 58000001 58100000 4987  
bdis3 58100001 58200000 4573  
bdis3 58200001 58300000 4491  
bdis3 58300001 58400000 4557  
bdis3 58400001 58500000 4418  
bdis3 58500001 58600000 4746  
bdis3 58600001 58700000 3719  
bdis3 58700001 58800000 4623

bdis1 57400001 57500000 5207  
bdis1 57500001 57600000 4309  
bdis1 57600001 57700000 3106  
bdis1 57700001 57800000 6347  
bdis1 57800001 57900000 4350  
bdis1 57900001 58000000 4078  
bdis1 58000001 58100000 4385  
bdis1 58100001 58200000 4016  
bdis1 58200001 58300000 4591  
bdis1 58300001 58400000 3500  
bdis1 58400001 58500000 3798  
bdis1 58500001 58600000 5456  
bdis1 58600001 58700000 4761  
bdis1 58700001 58800000 4142  
bdis1 58800001 58900000 4345  
bdis1 58900001 59000000 4646  
bdis1 59000001 59100000 4621  
bdis1 59100001 59200000 5143  
bdis1 59200001 59300000 6253  
bdis1 59300001 59400000 4082  
bdis1 59400001 59500000 5541  
bdis1 59500001 59600000 4037  
bdis1 59600001 59700000 4287  
bdis1 59700001 59800000 4215  
bdis1 59800001 59900000 3351  
bdis1 59900001 60000000 4327  
bdis1 60000001 60100000 3990  
bdis1 60100001 60200000 4291  
bdis1 60200001 60300000 3716  
bdis1 60300001 60400000 4365  
bdis1 60400001 60500000 3855  
bdis1 60500001 60600000 4336  
bdis1 60600001 60700000 5266  
bdis1 60700001 60800000 4571  
bdis1 60800001 60900000 4005  
bdis1 60900001 61000000 3732  
bdis1 61000001 61100000 3940  
bdis1 61100001 61200000 4407  
bdis1 61200001 61300000 3848  
bdis1 61300001 61400000 3362  
bdis1 61400001 61500000 4304  
bdis1 61500001 61600000 3433  
bdis1 61600001 61700000 3837  
bdis1 61700001 61800000 4221  
bdis1 61800001 61900000 3461  
bdis1 61900001 62000000 3755  
bdis1 62000001 62100000 5220  
bdis1 62100001 62200000 3973

bdis3 58800001 58900000 4164  
bdis3 58900001 59000000 4455  
bdis3 59000001 59100000 3895  
bdis3 59100001 59200000 3958  
bdis3 59200001 59300000 4079  
bdis3 59300001 59400000 4466  
bdis3 59400001 59500000 4066  
bdis3 59500001 59600000 3956  
bdis3 59600001 59700000 4030  
bdis3 59700001 59800000 4030  
bdis3 59800001 59900000 4030  
bdis4 1 100000 5358  
bdis4 100001 200000 4313  
bdis4 200001 300000 4313  
bdis4 300001 400000 3926  
bdis4 400001 500000 4365  
bdis4 500001 600000 4019  
bdis4 600001 700000 3645  
bdis4 700001 800000 3579  
bdis4 800001 900000 3889  
bdis4 900001 1000000 3692  
bdis4 1000001 1100000 3919  
bdis4 1100001 1200000 4042  
bdis4 1200001 1300000 3503  
bdis4 1300001 1400000 3573  
bdis4 1400001 1500000 4725  
bdis4 1500001 1600000 3797  
bdis4 1600001 1700000 3685  
bdis4 1700001 1800000 4898  
bdis4 1800001 1900000 3812  
bdis4 1900001 2000000 4251  
bdis4 2000001 2100000 4036  
bdis4 2100001 2200000 4297  
bdis4 2200001 2300000 3952  
bdis4 2300001 2400000 4088  
bdis4 2400001 2500000 2964  
bdis4 2500001 2600000 3855  
bdis4 2600001 2700000 3532  
bdis4 2700001 2800000 4087  
bdis4 2800001 2900000 4099  
bdis4 2900001 3000000 3566  
bdis4 3000001 3100000 3408  
bdis4 3100001 3200000 3568  
bdis4 3200001 3300000 4253  
bdis4 3300001 3400000 4608  
bdis4 3400001 3500000 3543  
bdis4 3500001 3600000 3938  
bdis4 3600001 3700000 3558

bdis1 62200001 62300000 4593  
bdis1 62300001 62400000 4559  
bdis1 62400001 62500000 4067  
bdis1 62500001 62600000 3447  
bdis1 62600001 62700000 3817  
bdis1 62700001 62800000 5162  
bdis1 62800001 62900000 5138  
bdis1 62900001 63000000 4342  
bdis1 63000001 63100000 5263  
bdis1 63100001 63200000 3749  
bdis1 63200001 63300000 4384  
bdis1 63300001 63400000 4262  
bdis1 63400001 63500000 4095  
bdis1 63500001 63600000 4220  
bdis1 63600001 63700000 4250  
bdis1 63700001 63800000 4287  
bdis1 63800001 63900000 4730  
bdis1 63900001 64000000 4104  
bdis1 64000001 64100000 5426  
bdis1 64100001 64200000 4385  
bdis1 64200001 64300000 4595  
bdis1 64300001 64400000 4019  
bdis1 64400001 64500000 4112  
bdis1 64500001 64600000 4875  
bdis1 64600001 64700000 4134  
bdis1 64700001 64800000 4603  
bdis1 64800001 64900000 3672  
bdis1 64900001 65000000 4726  
bdis1 65000001 65100000 3788  
bdis1 65100001 65200000 4298  
bdis1 65200001 65300000 4404  
bdis1 65300001 65400000 4437  
bdis1 65400001 65500000 4580  
bdis1 65500001 65600000 4479  
bdis1 65600001 65700000 4635  
bdis1 65700001 65800000 4417  
bdis1 65800001 65900000 3608  
bdis1 65900001 66000000 4321  
bdis1 66000001 66100000 4257  
bdis1 66100001 66200000 4365  
bdis1 66200001 66300000 4366  
bdis1 66300001 66400000 4297  
bdis1 66400001 66500000 4808  
bdis1 66500001 66600000 3884  
bdis1 66600001 66700000 4416  
bdis1 66700001 66800000 5064  
bdis1 66800001 66900000 5762  
bdis1 66900001 67000000 5476

bdis4 3700001 3800000 4115  
bdis4 3800001 3900000 3467  
bdis4 3900001 4000000 3944  
bdis4 4000001 4100000 3669  
bdis4 4100001 4200000 3747  
bdis4 4200001 4300000 3997  
bdis4 4300001 4400000 3924  
bdis4 4400001 4500000 4096  
bdis4 4500001 4600000 4011  
bdis4 4600001 4700000 3423  
bdis4 4700001 4800000 3286  
bdis4 4800001 4900000 3906  
bdis4 4900001 5000000 4177  
bdis4 5000001 5100000 3556  
bdis4 5100001 5200000 4223  
bdis4 5200001 5300000 3918  
bdis4 5300001 5400000 4126  
bdis4 5400001 5500000 4016  
bdis4 5500001 5600000 3721  
bdis4 5600001 5700000 4160  
bdis4 5700001 5800000 3734  
bdis4 5800001 5900000 3630  
bdis4 5900001 6000000 4084  
bdis4 6000001 6100000 3290  
bdis4 6100001 6200000 4087  
bdis4 6200001 6300000 3888  
bdis4 6300001 6400000 3541  
bdis4 6400001 6500000 4301  
bdis4 6500001 6600000 4238  
bdis4 6600001 6700000 3821  
bdis4 6700001 6800000 3528  
bdis4 6800001 6900000 3681  
bdis4 6900001 7000000 2983  
bdis4 7000001 7100000 3756  
bdis4 7100001 7200000 2770  
bdis4 7200001 7300000 4964  
bdis4 7300001 7400000 4010  
bdis4 7400001 7500000 3603  
bdis4 7500001 7600000 4226  
bdis4 7600001 7700000 2991  
bdis4 7700001 7800000 3679  
bdis4 7800001 7900000 3106  
bdis4 7900001 8000000 4301  
bdis4 8000001 8100000 3451  
bdis4 8100001 8200000 5903  
bdis4 8200001 8300000 6282  
bdis4 8300001 8400000 5468  
bdis4 8400001 8500000 3634

bdis1 67000001 67100000 4703  
bdis1 67100001 67200000 3932  
bdis1 67200001 67300000 4610  
bdis1 67300001 67400000 4928  
bdis1 67400001 67500000 3905  
bdis1 67500001 67600000 4802  
bdis1 67600001 67700000 4166  
bdis1 67700001 67800000 5058  
bdis1 67800001 67900000 5053  
bdis1 67900001 68000000 4868  
bdis1 68000001 68100000 3824  
bdis1 68100001 68200000 4662  
bdis1 68200001 68300000 4865  
bdis1 68300001 68400000 4619  
bdis1 68400001 68500000 3709  
bdis1 68500001 68600000 3796  
bdis1 68600001 68700000 3622  
bdis1 68700001 68800000 3762  
bdis1 68800001 68900000 4252  
bdis1 68900001 69000000 4730  
bdis1 69000001 69100000 4437  
bdis1 69100001 69200000 4844  
bdis1 69200001 69300000 4848  
bdis1 69300001 69400000 4866  
bdis1 69400001 69500000 4364  
bdis1 69500001 69600000 4337  
bdis1 69600001 69700000 4519  
bdis1 69700001 69800000 4732  
bdis1 69800001 69900000 5565  
bdis1 69900001 70000000 3616  
bdis1 70000001 70100000 5662  
bdis1 70100001 70200000 4561  
bdis1 70200001 70300000 4758  
bdis1 70300001 70400000 4951  
bdis1 70400001 70500000 4504  
bdis1 70500001 70600000 4726  
bdis1 70600001 70700000 3877  
bdis1 70700001 70800000 4692  
bdis1 70800001 70900000 4421  
bdis1 70900001 71000000 6208  
bdis1 71000001 71100000 5805  
bdis1 71100001 71200000 4032  
bdis1 71200001 71300000 4533  
bdis1 71300001 71400000 4152  
bdis1 71400001 71500000 3985  
bdis1 71500001 71600000 4335  
bdis1 71600001 71700000 4632  
bdis1 71700001 71800000 4339

bdis4 85000001 86000000 3569  
bdis4 86000001 87000000 3866  
bdis4 87000001 88000000 3410  
bdis4 88000001 89000000 5008  
bdis4 89000001 90000000 3557  
bdis4 90000001 91000000 3656  
bdis4 91000001 92000000 3871  
bdis4 92000001 93000000 3756  
bdis4 93000001 94000000 3230  
bdis4 94000001 95000000 4216  
bdis4 95000001 96000000 3646  
bdis4 96000001 97000000 3330  
bdis4 97000001 98000000 3509  
bdis4 98000001 99000000 3624  
bdis4 99000001 10000000 4226  
bdis4 10000001 10100000 4119  
bdis4 10100001 10200000 4687  
bdis4 10200001 10300000 5148  
bdis4 10300001 10400000 4368  
bdis4 10400001 10500000 4518  
bdis4 10500001 10600000 4652  
bdis4 10600001 10700000 4680  
bdis4 10700001 10800000 4733  
bdis4 10800001 10900000 4554  
bdis4 10900001 11000000 4395  
bdis4 11000001 11100000 4464  
bdis4 11100001 11200000 4005  
bdis4 11200001 11300000 3457  
bdis4 11300001 11400000 3956  
bdis4 11400001 11500000 4282  
bdis4 11500001 11600000 4013  
bdis4 11600001 11700000 5158  
bdis4 11700001 11800000 4362  
bdis4 11800001 11900000 5219  
bdis4 11900001 12000000 3584  
bdis4 12000001 12100000 4970  
bdis4 12100001 12200000 3791  
bdis4 12200001 12300000 4254  
bdis4 12300001 12400000 4130  
bdis4 12400001 12500000 4888  
bdis4 12500001 12600000 3452  
bdis4 12600001 12700000 3990  
bdis4 12700001 12800000 4962  
bdis4 12800001 12900000 3697  
bdis4 12900001 13000000 4963  
bdis4 13000001 13100000 4397  
bdis4 13100001 13200000 3851  
bdis4 13200001 13300000 4595

How the deposited data were processed for this re-analysis (not part of the article)

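Expression of 96 BdbZIP genes and the reference gene BdGAPD was measured by qPCR in 35 samples of Brachypodium distachyon, 1 per condition: 3 untreated controls (CK1, CK2 and CK3), 4 tissues and 28 treated samples. The authors deposited 3 tables. The first holds Ct values, 1 per well and sample, with no normalization. The second holds normalized expression, which the authors deposited as a ratio to the reference gene. The third holds fold changes, a ratio of each treated sample to a control, which the authors made from the Ct values and which equal Table S10. The paper's methods give the formula 2^–ΔΔCT. How the repeats of the qPCR were combined into 1 Ct per gene is not stated in the paper's text, and the repeats were not analysed here.

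Wells were joined to genes through Table S10. All 28 fold changes of a gene were equal to those of 1 well, for all 96 genes, and no other well shared more than 1 of them. All per-sample columns were used in joining and checking. Ct columns were compared with each other, and those of PEG 1 h and H2O2 6 h were identical in 97 rows. The fold changes that the authors deposited for H2O2 6 h followed this column in 93 of 96 genes (within 0.1 on the log2 scale of 2 raised to the Ct difference from CK1), and those for PEG 1 h in 5, so PEG 1 h was left out, a choice made after the values were seen. The class of environmental factors therefore has 9 samples in place of the 10 of the design.

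From the Ct values, ΔCT was taken against BdGAPD and ΔΔCT against the control that the sample labels assign, and the log2 change was –ΔΔCT. Fold change thresholds were 2 and 0.5, as in the paper. The paper's p-value needs repeats and was not used. Shares of genes were given with Wilson 95% intervals over genes. Classes of treatment were compared by exact two-sided permutation tests with the treatment as the unit. Lists of genes were placed among 10000 random lists matched in 5 bins of mean expression. Correlations across genes, cluster medians and the adjusted Rand index were given 95% bootstrap intervals from 2000 draws of genes, which are not replicates. Intron patterns were tested with Fisher's exact test and Benjamini-Hochberg adjustment over 8 patterns. Clusters and motif groups were read from Figure 7 and Figure 6, and the colours of both heat maps were read from the pictures. Positions of genes are those of Table S4, whose genome build the paper's text does not name.

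A Ct carries no count of molecules, so no depth or sampling interval is known. The precision was judged from 8 pairs of genes that Table S3 lists with identical primers, which gave an SD of 0.96 for the error of the wells in a single log2 change. It leaves out the error of the BdGAPD Ct, which both genes of a pair share, and the variation between plants. It includes BdbZIP50 and BdbZIP51, which differed by a median of 2.27, against at most 1.05 in the other same-primer pairs. In 34 of the 96 genes Ct reached 35 or more in at least 1 sample.

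The genes named in the text follow a rule set before the data were examined. It takes the genes the paper's text names with an expression change, the 3 highest and 3 lowest genes of each class among those past 2-fold in the same direction in every sample, or else in the largest number of samples, the highest and lowest gene of each tissue, the genes of same-primer pairs, and BdGAPD. In observations on the order of rows, other genes are named that were chosen after their values were seen.

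Alternatives changed the control, the reference gene, the genes, the time points, the statistic, the clustering and the source of the values. They were set before the data were examined, except 4 that are marked as chosen later, and those of comparisons that were themselves chosen later. Counts of genes were taken as unchanged within 1.5 times. The calculations were tested on simulated Ct values with 40 genes changed by 2 (log2). With an error SD of 0.20, which tests the arithmetic alone, 100.0% of the changes were recovered. With the SD of 0.96 of the same-primer pairs, 84.3% were recovered, and 30.1% of the values of 56 unchanged genes were past a threshold. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, Pillow 12.0.0 and matplotlib 3.10.9 were used.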

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

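The tests of the explanations in this part were chosen after the results were seen. A gap rule for the highest and lowest sample was applied to 16 groups of samples, in which chance singles out about 0.80 values if the groups are independent. It singled out 4 values in 3 samples, since ABA 1 h was found by its BdGAPD Ct and by the median Ct of its genes, which move together.

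NaCl 6 h had a median log2 change of -2.02, while the other 8 environmental samples lay between -0.53 and 0.62. It is the single environmental sample that the labels set against CK3. Against CK1, the control of NaCl 1 h, its median was 0.23, within the range of the others. The SD of its log2 changes over genes was 2.45 against CK3 and 1.40 against CK1, and the other samples had 1.19 to 1.90. The colours of Figure 7 for this sample correlated with the log2 change against CK3 with r of 0.17, and against CK1 with 0.95. The control assigned by the labels is therefore a candidate explanation. With CK1 the median of NaCl 6 h was not further from 0 than that of NaCl 1 h (0.62), so no stronger effect of the longer salt treatment was seen in these samples.

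ABA 1 h had the lowest BdGAPD Ct of the phytohormone samples, 14.73 against 17.71 to 18.44 in the others. The median Ct of its BdbZIP genes, 24.38, was also lowest, against 26.93 to 28.08. A larger amount of cDNA in the reaction could give both. After BdGAPD was subtracted, the median log2 change was 0.04, within the -0.12 to 0.35 of the other 7 samples, which is what that explanation predicts. No biological explanation was tested.

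Stem had a median Ct of the BdbZIP genes of 25.70, and the other tissues had 26.37 to 26.50. Relative to BdGAPD its median level was -8.85, within the -9.96 to -7.38 of the other tissues. That range is wider than the gap in Ct, because the BdGAPD Ct ran from 16.54 in root to 19.11 in leaf, so the test cannot tell whether the amount of cDNA explains the lower Ct. A difference between organs cannot be excluded with 1 sample each.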

How the results depend on the processing

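Of 300 values computed under alternatives, 179 kept their direction and their side of the threshold or stayed within their interval, 97 moved, 5 became weaker, 3 stronger and 16 reversed. The alternatives were set before the data were examined, except CK1 as the control of NaCl 6 h, the inclusion of PEG 1 h, and the leaving out of BdbZIP28 to BdbZIP40 or of BdbZIP8, BdbZIP78 and BdbZIP79. Those of the time points and of the tissue profiles were also added later, as were these comparisons. Unless stated, the cause of a change was not tested. No paired analysis was possible because each condition has 1 sample.

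The control mattered for the classes, and CK3 differs from CK1 and CK2. With the mean of the 3 controls, heavy metals lay above the other treatments by 1.51, above environmental factors by 1.59 and above phytohormones by 1.42, in place of -0.87, -0.65 and -1.14. These differences were 1.90, 1.96 and 1.81 with CK1, 1.59, 1.64 and 1.53 with CK2, and 1.30, 1.37 and 1.21 with CK3 as the control of every sample. With each of these common controls they were past the threshold (exact permutation tests, p from 0.0005 to 0.0159, not adjusted). The share of lower genes under heavy metals was 25.0%, 22.9% and 16.7% with the mean, CK1 and CK2. The share of higher genes under phytohormones was 29.2%, 71.9% and 15.6% with the mean, CK2 and CK3. The share of lower genes under environmental factors was 80.2%, 51.0%, 46.9% and 86.5% with the mean, CK1, CK2 and CK3. With CK1 for NaCl 6 h alone it was 51.0%, heavy metals differed from environmental factors by -0.89 (exact permutation test, p = 0.0238), and colour and log2 change correlated with r of 0.945.

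With the mean of the 3 controls, r was 0.772 for Zn and Mn and 0.708 for ABA and MeJA, the median was -0.84 in cluster I and, in cluster II, -0.48 under environmental factors and phytohormones and 0.63 under heavy metals. The adjusted Rand index was 0.0737, and colour and log2 change correlated with r of 0.519 under heavy metals and 0.664 under phytohormones. There were 32 lower genes in stem, 44 higher and 17 lower in leaf, 41 lower in spikelet, 8 higher and 34 lower in cold 1 h, 4 higher in cold 6 h, 12 higher and 55 lower in heat 1 h, and 8 higher in heat 6 h.

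Without the reference gene, the shares were 18.8% higher under phytohormones and 30.2% lower under environmental factors. Heavy metals differed from the other treatments by -1.05 and from phytohormones by -0.38, no longer past the threshold. Cluster I had -0.89, and cluster II 0.61 and -0.59. Higher and lower genes were 37 and 12 in root, 58 and 1 in stem, 37 and 16 in leaf, 38 and 13 in spikelet, and 83 and 4 in cold 1 h, with 13 lower in cold 6 h. With the median Ct of the BdbZIP genes as the reference, which places the median change near 0 by construction and cannot test a common direction, there were 28 lower genes in stem, 27 higher and 26 lower in leaf, 31 higher in cold 1 h, 14 lower in cold 6 h, and 30 higher and 21 lower in heat 6 h. A change of reference cannot move the correlations across genes.

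With the authors' deposited fold changes, the share of higher genes under phytohormones was 81.3%, and heavy metals differed from the other treatments by -0.96, no longer past the threshold (exact permutation test, p = 0.0849). Cluster I had -0.042, and cluster II -0.69 and -0.99. The adjusted Rand index was 0.188, and the colours correlated with r of -0.70 under environmental factors and -0.60 under phytohormones. Higher and lower genes were 4 and 83 in cold 1 h, 33 and 21 in heat 1 h, and 35 and 15 in heat 6 h. The tissues were not run, as these fold changes have no tissue columns.

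Over genes with Ct below 35 in every sample, the share of lower genes under heavy metals was 88.7%, heavy metals differed from environmental factors by -0.84 (exact permutation test, p = 0.0476), and r of ABA and MeJA was 0.106. Higher genes were 6 in root, 12 in stem, 40 in leaf and 9 in spikelet, 12 higher and 12 lower in cold 6 h, 11 and 21 in heat 1 h, and 9 and 20 in heat 6 h, of fewer genes in all.

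With the first time point alone, environmental factors had 45.8% lower genes, heavy metals differed from phytohormones by -0.81, no longer past the threshold, and r of SA and 6-BA was 0.868. With the second, environmental factors had 72.9%, and heavy metals differed from the other treatments by -0.82, no longer past the threshold. Centred on the mean of the treated samples, r was 0.75 for Zn and Mn and 0.833 for SA and 6-BA. With the median over samples, 85.4% of genes were lower under heavy metals. With a mean change of at least 2-fold, the shares were 44.8% under heavy metals, 15.6% under phytohormones and 30.2% under environmental factors. The opposite sign gave 1.27 in cluster I, and -0.43 and 1.19 in cluster II, by construction.

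The opposite sign for whole classes cannot move the adjusted Rand index. It was 0.386 with complete linkage, 0.0908 with average linkage, 0.0561 with correlation distance and 0.561 with CK1 as the control of NaCl 6 h. Spearman's rho of colour and log2 change was 0.832 under environmental factors and 1.00 under phytohormones, and without BdbZIP28 to BdbZIP40 r was 0.932 under heavy metals. The log2 change against CK1 put motif groups I and II above the others by 0.91. The genes in regions of high CpG content lay above the others by 1.03 in tissues and 0.33 in treated samples. With 1 gene of each same-primer pair, 40.9% of the genes with intron pattern b were in cluster II, and in the re-clustered cluster 100.0% of those with pattern g, neither past the threshold, which 2 genes of pattern g could not reach in cluster II of Figure 7.

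With each treatment left out in turn, the share was 72.9% to 85.4% lower under heavy metals, 56.3% to 63.5% higher under phytohormones and 54.2% to 67.7% lower under environmental factors. With each metal left out, heavy metals differed from the other treatments by -1.07 to -0.68, from environmental factors by -0.85 to -0.46 and from phytohormones by -1.34 to -0.95. The difference of -0.85 from environmental factors, without Cd, was past the threshold (exact permutation test, p = 0.0238).

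Of 36 values of named genes, 23 moved and 9 changed sign with the mean of the 3 controls. The sign changes are counted over all 36 values, and some are of values not counted as moved. With the median Ct of the BdbZIP genes 10 moved and 2 changed sign, and without a reference 13 and 4. With the authors' deposited fold changes, 18 of 28 moved, and 18 changed sign. No count of molecules is known, and the late Ct of 34 genes limits their values.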

Differences from the paper's values

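The paper's Table S10 gives fold changes of 0.101 and 0.339 for BdbZIP54 after 1 h and 6 h of cold, where the values recomputed from Ct were 1.79 and 2.17. For BdbZIP63 the paper's values are 0.0525 and 0.224, and the recomputed ones 3.41 and 3.29. For BdbZIP80 the paper gives 0.0418 and 0.254, against 4.29 and 2.93. Among the alternatives set before the data were examined, only the authors' deposited fold changes closed these gaps, which they must, being the values of Table S10. The mean of the 3 controls, no reference gene, and the median Ct of the BdbZIP genes did not. In log2 the Table S10 values are -3.31 and -1.56, -4.25 and -2.16, and -4.58 and -1.97 in the order of the genes. Without the reference gene, the log2 changes from Ct were 3.33 and 1.56, 4.26 and 2.16, and 4.59 and 1.99. For these genes Table S10 thus follows the Ct difference without BdGAPD and with the sign turned.

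In the paper's Table S9 the –ΔΔCT of BdbZIP1 is -1.12 in root, 0.24 in stem, 2.02 in leaf and -0.28 in spikelet, and the recomputed values were 8.18, 9.62, 11.83 and 10.91. For BdbZIP88 the paper gives -1.12 in root and -1.49 in spikelet, against -4.18 and -3.83. For BdbZIP12 in stem the paper gives 0.13 and the recomputed value was -2.13, and for BdbZIP61 in leaf 1.04 against -3.82. None of the alternatives set before the data were examined and run for the tissues closed these gaps. With the rows of Table S9 in another order, found after seeing the values, 93 of its 96 rows equal the recomputed values of a gene within 0.05 in all 4 tissues, those of BdbZIP1, BdbZIP12, BdbZIP61 and BdbZIP88 included.

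The paper describes BdbZIP54, BdbZIP63 and BdbZIP80 as down-regulated in cold like their rice homologues. Their recomputed log2 changes were between 0.84 and 2.10. The paper states that BdbZIP30 and BdbZIP41 rose in salt. Its Table S10 gives fold changes of 2.08 and 2.03 after 1 h of NaCl, and of 0.339 and 0.347, a fall, after 6 h. The recomputed log2 changes of these genes were 0.50 and 0.55 after 1 h, in the direction the paper states. After 6 h they were -1.94 and -0.78 against the control of the labels. With CK1 as the control of NaCl 6 h, a setting chosen after seeing the values, they were 0.94 and 0.90. Without the reference gene they were -1.06 and -1.01 after 1 h, and 0.88 and 2.04 after 6 h against CK3. In log2 the Table S10 values at 1 h are 1.06 and 1.02, of the opposite sign, so their direction there cannot count as agreement. With the mean of the 3 controls they were -0.39 and -0.23 after 1 h, and 0.05 and 0.12 after 6 h.

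The paper describes the expression patterns under ABA and MeJA as similar, and the recomputed r was 0.37, at rank 5 among 6 pairs of phytohormones. By Spearman's rho, or with 1 gene of each same-primer pair, it had rank 3, and r between 0.34 and 0.40 for ranks 2 to 6 leaves their order unresolved. With the mean of the 3 controls r was 0.71, at rank 4. The paper places the expression of motif groups I and II above that of groups III to V. Their level relative to BdGAPD was lower by a difference of -0.99, and with the log2 change against CK1, set before the data were examined, the difference was 0.91. The paper describes heavy metals as acting opposite to environmental factors, and the median log2 change was below 0 for all 5 treatments of both classes with the controls of the labels. For NaCl this rests on CK3 as the control of 6 h, since its medians were 0.62 at 1 h and, against CK1, a control chosen after seeing the values, 0.23 at 6 h. In cluster II, where the paper describes the opposite pattern, the medians were 0.43 under environmental factors and -1.19 under heavy metals, in the paper's direction.

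The paper's shares of genes did not differ by more than 1.5 times from the recomputed ones. The paper's share of lower genes under environmental factors is 50%, and the recomputed 62.5% came to 51.0% with CK1 as the control of every sample, or of NaCl 6 h, the latter chosen after seeing the values. The paper's share of higher genes under phytohormones is 75%, and the recomputed 58.3% came to 71.9% with CK2 as the control of every sample. The share was 81.3% with the authors' deposited fold changes, in which a higher value mostly stands for a higher Ct than in the control. Recomputed from Ct without the reference gene, it was 18.8%.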

Other observations

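The tests in this part were chosen after the results were seen, except those of the heavy metals against other treatments, of the phytohormone pairs and of the sign of the colours in Figure 7.

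The controls of the classes differ, and this bears on the direction of change under heavy metals. With the controls of the labels, the heavy metals lay below the other treatments by a difference of -0.87 in median log2 change. With the mean of CK1, CK2 and CK3 as the control of every sample, the difference was 1.51, in the opposite direction, which is what different control samples as the cause predict. Without the reference gene the difference was -1.05 (exact permutation test, p = 0.222), of the same sign. Leaving BdGAPD out also drops the correction for the amount of cDNA, so this value cannot decide whether BdGAPD caused the difference. In the Zn and Mn samples the BdGAPD Ct and the median Ct of the genes both fell from CK3. In the Cd and Pb samples both rose. The difference from phytohormones alone shrank from -1.14 to -0.38 (exact permutation test, p = 0.778), so for that class a part that goes with BdGAPD cannot be excluded. The heavy-metal samples had median levels relative to BdGAPD between -8.80 and -5.91, and the 23 samples outside the series between -10.08 and -7.38. The untreated control CK3 had -6.34, above every sample outside the series. The higher level of the heavy-metal series may therefore be present without metal, and a difference in plants, growth or qPCR run between the series cannot be told apart from an effect of the metals.

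Figure 7 itself was tested for its sign. If the opposite pattern of heavy metals came from the sign of the plotted values, colour and log2 change would correlate with opposite signs in the classes. The lowest r among the classes was 0.73, so the colours have the same sign in all 3. The colours of environmental factors and phytohormones correlated negatively with the authors' deposited fold changes (log2), with r of -0.70 and -0.60.

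The authors' deposited fold changes under environmental factors and phytohormones correlated negatively across genes with the recomputed values (log2), with r between -0.9997 and -0.91 except for NaCl 6 h (-0.10). The sign was opposite in 27 to 96 of the 96 genes per sample, so for single genes it often was the same. In all 17 samples of these classes that could be tested, the closest of the formulas tried was 2 raised to the Ct of the sample minus that of the control, without BdGAPD and with the sign turned. A median of 93 of the 96 genes lay within 0.1 of its log2, and at least 90 in every sample. For NaCl 6 h the closest control was CK1. Under heavy metals the deposited fold changes followed 2^–ΔΔCT in 5 of the 10 samples. Those of Cu 6 h followed the same formula without BdGAPD, within 0.1 for 96 genes, and so differed from the recomputed values by the shift of BdGAPD, 0.78, with the opposite sign in 39 genes. In the other 4 samples they differed from 2^–ΔΔCT by a constant of 0.32 to 0.56 (log2, in size), for which no source was found among the formulas tried, and 6 to 13 genes had the opposite sign. The p-values of Table S10 follow another scale than its fold changes in the 17 samples. The log2 fold change at which they are largest followed the shift of BdGAPD from sample to sample with r of 0.9997, where values without a reference would place it at 0, so the p-values may have been made from reference-corrected values.

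Rows are in another order in some of the tables. Of the 96 rows of Table S9, 93 equal the recomputed –ΔΔCT of a gene within 0.05 in all 4 tissues when the rows are reordered, and 1 of them does so in its own place. For these rows the order alone accounts for the difference from Ct. The colours of Figure 6 correlated with the recomputed values with r of 0.87 and with Table S9 as labelled with 0.19. In the heavy-metal columns of Figure 7, the rows of 13 genes, BdbZIP28 to BdbZIP40, carry the values of another gene of this set. For this comparison the median difference of each sample, -0.78 to 0.56, was first subtracted, as the colours of 5 of the 10 samples are offset by a constant. After the rows were moved, the largest mean difference between colour and recomputed value was 0.0175, while the smallest in place was 1.17. For these genes the mean Ct in the heavy-metal series correlated with that in the other samples with r of 0.88 in the order of the Ct table and -0.04 in the order of the figure, in line with the order of the Ct table. In the authors' deposited fold changes of environmental factors and phytohormones, the rows of BdbZIP8, BdbZIP78 and BdbZIP79 carry each other's values.

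SA with 6-BA and ABA with MeJA each share a control, which could raise their correlation. The pairs as a set had no lead over the pairs that do not share a control, since the lower of them was behind the best other pair by -0.03, so the test cannot decide the question for both pairs together. With the same control for all samples the corresponding value was -0.12. For SA with 6-BA alone, r was 0.91 with that control, which every pair then shares, and the next pair had 0.83. Centred on the treated samples, with no control, it was 0.83, again the highest of the 6 pairs. The values of the CK1 sample therefore do not by themselves account for the r of SA with 6-BA. Samples assigned to CK1 may also share plants or a qPCR run. Neither calculation removes that, and no other pair of phytohormones shares CK1. ABA with MeJA had 0.71 and 0.49, at rank 4 in both.

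The paper proposes that genes in regions of low CpG content have more transcripts. In the controls, the 15 genes that its text places in regions of high CpG content had a median –ΔCT of -8.41 and the other 81 genes of -7.92. The difference of -0.49 was not past the threshold (permutation test over genes, two-sided, 100000 resamples, p = 0.784), and it was 1.03 in the 4 tissues and 0.33 in the treated samples.

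The median log2 change was lower at the later time point in 9 of 13 treatments with both, by a mean of -0.47 (exact sign-flip permutation test, p = 0.0610), which does not pass the threshold. The difference of -2.63 for NaCl includes the change of control from CK1 to CK3. With CK1 at both times it was -0.39, and the mean over the 13 treatments was -0.29 (exact sign-flip permutation test, p = 0.0779).

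Among the pairs of genes with identical primers, BdbZIP50 and BdbZIP51 differed by a median of 2.27 in log2 change, and the other 7 pairs by 0.20 to 1.05. No explanation was tested.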
